# Transcriptome Profile Analysis of Triple-Negative Breast Cancer Cells in Response to a Novel Cytostatic Tetrahydroisoquinoline Compared to Paclitaxel

**DOI:** 10.3390/ijms22147694

**Published:** 2021-07-19

**Authors:** Madhavi Gangapuram, Elizabeth A. Mazzio, Kinfe K. Redda, Karam F. A. Soliman

**Keywords:** drug discovery, cytostatic, cancer

## Abstract

The absence of chemotherapeutic target hormone receptors in breast cancer is descriptive of the commonly known triple-negative breast cancer (TNBC) subtype. TNBC remains one of the most aggressive invasive breast cancers, with the highest mortality rates in African American women. Therefore, new drug therapies are continually being explored. Microtubule-targeting agents such as paclitaxel (Taxol) interfere with microtubules dynamics, induce mitotic arrest, and remain a first-in-class adjunct drug to treat TNBC. Recently, we synthesized a series of small molecules of substituted tetrahydroisoquinolines (THIQs). The lead compound of this series, with the most potent cytostatic effect, was identified as 4-Ethyl-*N*-(7-hydroxy-3,4-dihydroisoquinolin-2(1*H*)-yl) benzamide (GM-4-53). In our previous work, GM-4-53 was similar to paclitaxel in its capacity to completely abrogate cell cycle in MDA-MB-231 TNBC cells, with the former not impairing tubulin depolymerization. Given that GM-4-53 is a cytostatic agent, and little is known about its mechanism of action, here, we elucidate differences and similarities to paclitaxel by evaluating whole-transcriptome microarray data in MDA-MB-231 cells. The data obtained show that both drugs were cytostatic at non-toxic concentrations and caused deformed morphological cytoskeletal enlargement in 2D cultures. In 3D cultures, the data show greater core penetration, observed by GM-4-53, than paclitaxel. In concentrations where the drugs entirely blocked the cell cycle, the transcriptome profile of the 48,226 genes analyzed (selection criteria: (*p*-value, FDR *p*-value < 0.05, fold change −2< and >2)), paclitaxel evoked 153 differentially expressed genes (DEGs), GM-4-53 evoked 243 DEGs, and, of these changes, 52/153 paclitaxel DEGs were also observed by GM-4-53, constituting a 34% overlap. The 52 DEGS analysis by String database indicates that these changes involve transcripts that influence microtubule spindle formation, chromosome segregation, mitosis/cell cycle, and transforming growth factor-β (TGF-β) signaling. Of interest, both drugs effectively downregulated “inhibitor of DNA binding, dominant negative helix-loop-helix” (ID) transcripts; ID1, ID3 and ID4, and amphiregulin (AREG) and epiregulin (EREG) transcripts, which play a formidable role in cell division. Given the efficient solubility of GM-4-53, its low molecular weight (MW; 296), and capacity to penetrate a small solid tumor mass and effectively block the cell cycle, this drug may have future therapeutic value in treating TNBC or other cancers. Future studies will be required to evaluate this drug in preclinical models.

## 1. Introduction

Breast cancer continues to be a major public health concern, particularly the subclass referred to as “triple-negative breast cancer” (TNBC). TNBC is characterized by an absence of endocrine chemotherapy receptor targets, fewer treatment options, and greater occurrence in premenopausal and African American women (AAW) [1]. In AAW, TNBC is typically associated with advanced-stage diagnosis, shorter disease-free survival, a proclivity toward distant bone metastasis, and higher mortality than non-TNBC breast cancers [2,3]. Standard treatments for TNBC include the combined use of cytotoxic and cytostatic agents; taxanes (docetaxel and paclitaxel), anthracyclines (doxorubicin and epirubicin), cyclophosphamide, fluorouracil, capecitabine, or platinum-based drugs [4,5]. Taxanes mediate cytostatic effects by holding the cytoskeletal architecture static. The cytoskeleton is made up of microtubules (alpha- and beta-heterodimers), where paclitaxel binds to tubulin and disrupts the dynamics of polymerization and depolymerization, which otherwise required for microtubule treadmilling and mitosis. Most of the research on taxanes explores how they mediate effects on tubulin dynamics rather than how they alter the cancer transcriptome, except for eventual drug resistance. However, cancer itself is a disease mired in pathological genetic alteration, which results in rampant cell proliferation.

Breast cancer is pathologically demarcated by a plethora of abnormal gene profiles and transcripts that drive tumor initiation (MYC, Erb-B2 Receptor tyrosine kinase 2 (ERBB2) [6,7], tumor progression (FOS, JUNB) [8], proliferation and metastasis (epidermal growth factor receptor (EGRF)) [9,10]. These changes are worsened by the concurrent loss of tumor suppressors (transcription factor p53, E-cadherin) [6,11] and global defects in DNA repair mechanisms (e.g., phosphatidylinositol 3,4,5-trisphosphate 3-phosphatase and dual-specificity protein phosphatase (PTEN), retinoblastoma protein 1 (RB1) and breast-cancer-associated (BRCA) 1,2 genes) [12,13,14].

The TNBC sub-class contains a confounding underlying pathological gene profile with a greater propensity for epithelial-to-mesenchymal transition (EMT), rapid cell proliferation (cyclin-dependent kinase inhibitor 1A (P21), PI3K/Akt, Wnt/beta-catenin signaling), and stem cell differentiation (S-100, p63, or vimentin), with most, if not all, abnormalities associated with underlying changes in epigenetic architecture [15,16,17,18,19,20]. Even worse, once TNBC malignancy is established, tertiary pathological gene profiles can arise from the treatments themselves, leading to lethal chemo- and radiation-resistant cancer. These include changes in gene expression profiles for chemokine and leukocyte recruitment peptides (PTGS2, IL-6, CCL2, CXCL8, and CXCL12) [21,22] those that drive angiogenesis (ANGPT1, VEGFA), cell-cycle progression proteins (EGR1, MYC, FOS, CDKN1A, CA2, ANKRD46) and those involved with multidrug resistance [15,21,23,24,25]. Chemoresistant tumors are circumscribed by advanced tumor-promoting pathways involving JAK/STAT3, [26] HSPC154, PI3K-Akt, [27,28] CYP1A1, TNF [29], TAZ-TEAD-Cyr61/CTGF [30], folate receptor 1 signaling (FOLR1) [31] and overexpression of paclitaxel resistance-associated genes (TRAGs), with many, if not all, being associated with underlying epigenetic-controlling elements [21,32]. The latter involves individual silenced hyper-methylated and hypo-methylated promoter regions of influential genes [33], and a fluctuation in miRNAs (e.g., miR-634), and/or circular RNAs (circRNAs) [34,35]. Even though mainline drugs used to treat TNBC, such as paclitaxel, in combination with anthracyclines, are largely effective, there are still limitations including side effects, chemoresistance, solubility, and delivery, with efforts being made to improve formulations or delivery systems [36].

Due to the great need for novel drug development in the area of TNBC, we synthesized a novel cytostatic compound; GM-4-53 (Figure 1), with similarities to paclitaxel in terms of therapeutic effect, without the well-known tubulin polymerization and thwarted retraction and treadmilling actions of the latter, which are the primary mechanism behind abrogated mitosis [37,38,39,40]. In this work, we further examine how paclitaxel and GM-4-53 affect the transcriptome of TNBC, to elucidate a plausible mechanism of action underpinning cytostatic effects [41].

## 2. Results

The anti-proliferative inhibitory growth (IG_50s_) was calculated by regression analysis from data acquired in a prolonged 6-day study, GM-4-53 (Figure 2A) and paclitaxel (Figure 2B). To establish that cell toxicity was not an interfering variable for both drugs, we conducted a 36-h toxicity assay over identical dose concentrations ranges at a higher plating density 0.5 × 10^5^ cells/well (data not shown), where no cytotoxic effects were found. Optimal concentrations for whole-transcriptomic (WT) microarray analysis were selected as 1 µg/mL for paclitaxel, and 5 µg/mL for GM-4-53, to establish a complete cell cycle blockade without cytotoxic effects, and a 36-h time point was chosen for endpoint analysis to elucidate changes at the gene transcript levels. 

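RNA of MDA-MB-231 cells, a human TNBC cell line, was measured on 12 whole-transcript arrays. There were 4 arrays of untreated controls, 3 of cells given GM-4-53 at 5 µg/mL, 2 of cells given paclitaxel at 1 µg/mL and 3 of cells given GNE-140 at 50 µM, all at 36 h. GNE-140 inhibits lactate dehydrogenase A and B, and the paper does not discuss its arrays. The labels state that the 3 compounds were dissolved in DMSO and that the controls were untreated. The replicates are not stated to be separate cultures, so each p-value measures the spread between arrays. The authors turned the scanned arrays into the deposited log2 signals with Affymetrix Expression Console, whose version and summarization settings are not given in the sources used here. Each array held 53617 features, of which 25713 carried a gene name, and the median signal per array ran from 2.64 to 2.82 on the log2 scale. From these values, the 4 groups were fitted together with limma, and p-values were adjusted by Benjamini-Hochberg over all features. A DEG was a named feature with a fold change above 2 in either direction and an adjusted p under 0.05, the paper's own criteria. Before the data were examined, but after the paper's tables had been read, 37 gene lists were fixed. A list member was counted at an adjusted p under 0.05 with no fold limit. Student's t-test, named in the paper's general methods (the methods' t-test), gave 1 DEG for GM-4-53, 0 for paclitaxel, 11 for GNE-140 and 0 between the drugs. For the 2 drugs, a count of 0 by it in a list or family was thus nearly fixed in advance. It is no evidence against a change. Limma's camera set each list against all other genes, with a preset correlation of 0.01 between genes and again with the correlation estimated from the data. The number of arrays limits the precision: among simulated 2-fold changes, 67.2% were recovered for GM-4-53, 43.3% for paclitaxel and 76.1% for GNE-140. Recovery needed an adjusted p under 0.05 and no fold limit. The median estimated fold of these changes was 1.99, 1.98 and 2.01, so the share that would count as DEGs can be lower. Control replicate 4 stood apart from the other controls, with a mean correlation of 0.960 with the GNE-140 arrays against 0.941 at most with another control.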

The altered cytoskeletal changes evident at the 6-day endpoint are reflected in Figure 3, stained with phalloidin (actin) and propidium iodide (nuclear counterstain) in fixed permeabilized cells. The 10× images reflect the proliferation rate vs. controls, corresponding to the data in Figure 2A,B, where the 25× images show a zoom in on the gross abnormalities in cytoskeletal architecture evoked by both cytostatic agents. Furthermore, cell proliferation using comparative human female cancer cell lines was carried out by the Southern Research Institute, where the IG_50_s are presented in Table 1, showing efficacy in the mid-to-high *n*M range by GM-4-53 in diverse females cancer cell lines.

A summary view of significant DEG counts according to fold change, and significance (volcano plot) elicited by both drugs are presented in Figure 4. Specifics of these gene changes are presented in Figure 5, and the full data files can be found in Supplementary Table S1 file, which lists gene symbol, gene description, average Log2 (signals) fold change (FC), *p*-Value, and false discovery rate (FDR). Table S1 contains information on each individual drug vs. control. 

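IL11, a cytokine of the interleukin 6 family, rose under GM-4-53 from a log2 signal of 4.44 ± 0.37 (SD, n = 4) in controls to 6.82 ± 0.10 (SD, n = 3), a log2 fold change of 2.38 (standard error 0.18, limma adjusted p = 0.000338). The secreted metalloproteinase ADAMTS6 rose by 1.55 on the log2 scale, the collagenase MMP1 by 1.39, the proteoglycan core protein SRGN by 1.57 and CD274, which encodes the immune checkpoint ligand PD-L1, by 1.36. SLCO4C1, an organic anion transporter, fell by 2.29, the carbonic anhydrase CA12 by 2.20, the interferon-induced GTPase GBP4 by 2.03 and the pseudokinase TRIB2 by 1.67. These genes were picked from those with all 3 treated arrays beyond all 4 controls, so that separation is not added evidence. Under paclitaxel, 6 of the 10 largest rises were small RNA or olfactory receptor features, and the others were KIF20B, NEK2, CENPE and BORA, which act in mitosis. KIF20B, a kinesin of cytokinesis, rose by 1.70 (standard error 0.27, adjusted p = 0.0202) and CENPE, a kinesin at the kinetochore, by 1.57 (standard error 0.24, adjusted p = 0.0158). JUND, a subunit of the transcription factor AP-1, fell by 1.47 (standard error 0.16, adjusted p = 0.00541), and MIR21, the locus of the microRNA miR-21, by 1.40 (standard error 0.15, adjusted p = 0.00541). Among named features, GM-4-53 changed 189, with 56 up and 133 down, and paclitaxel changed 82, with 61 up and 21 down. Over all features, named or not, the split under GM-4-53 turned to 202 up and 169 down, and under paclitaxel it was 227 up and 31 down. A direct comparison of the drugs, whose doses differ, gave 8 features. CD274 (difference 1.65, standard error 0.18, adjusted p = 0.0196), the hyaluronan synthase HAS2, the RNA-binding protein SAMD4A, HBEGF and SNORA75 were higher under GM-4-53. The stress-responsive sestrin SESN3, ID1 and OR2G2 were lower under GM-4-53. The count for GM-4-53 was 120 without GM-4-53 replicate 1 and 119 without replicate 2, and its rises moved to 23 without either, 32 without replicate 3, 34 and 36 without control replicates 4 and 3, 37 without any one GNE-140 array, and 87 and 99 without control replicates 1 and 2. For paclitaxel it was 132, 135 and 54 without control replicates 1, 2 and 3, 49, 48 and 46 without GNE-140 replicates 1, 2 and 3, and 1 and 0 without paclitaxel replicates 1 and 2, where the lone array is assumed to vary like the other groups and KIF20B, CENPE, NEK2, BORA, JUND and MIR21 had adjusted p from 0.0782 to 0.291. NEK2 also missed 0.05 without control replicate 3 (0.0692), a GM-4-53 array (0.0509 to 0.053) or a GNE-140 array (0.056 to 0.0613). The 8 became 2 without control replicate 1, 19 without control replicate 4, 3 without GNE-140 replicate 3 and 0 without any other treated array, where CD274 had an adjusted p of 0.0531 to 0.38. Of the others, HAS2 and SNORA75 were lost without control replicate 2 (0.0726 and 0.0734), and SAMD4A, SESN3, OR2G2 and SNORA75 without control replicate 3 (0.0829, 0.0599, 0.0762 and 0.0693).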

Figure 5 summary shows that GM-4-53 evoke 75 upregulated DEGs vs. controls, 168 down-regulated DEGs vs. controls; paclitaxel evoked 108 upregulated DEGS vs. controls and 45 down-regulated DEGs vs. controls, with 52 of these genes being shared by both drugs. 

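CSF1, the growth factor of macrophages, was lower under both drugs, with a log2 fold change of −1.96 (standard error 0.14, limma adjusted p = 0.00032) under GM-4-53 and −1.22 (standard error 0.16, adjusted p = 0.00889) under paclitaxel. DUSP6, a phosphatase that turns off ERK, had a log2 signal of 9.34 ± 0.31 (SD, n = 4) in controls, 7.72 ± 0.02 (SD, n = 3) under GM-4-53 and 8.10 ± 0.01 (SD, n = 2) under paclitaxel. SCD, the desaturase that makes monounsaturated fatty acids, fell by 1.03 under GM-4-53 and by 1.09 under paclitaxel, and the tetraspanin TSPAN15 by 1.22 and by 1.05. In all, 11 named features were down-regulated more than 2-fold by both drugs. Simulated unchanged groups with shared controls had 1 at most in both directions together, but drew each feature independently, so they can understate the overlap. The 11 make up 52.4% of the 21 down-regulated by paclitaxel, and none was up-regulated by the other drug. The remaining 7 were ID1, CA12, SLCO4C1, MIR21, the transcription factor SOX4, the phospholipid flippase ATP8A1 and the lipase LIPH. ID1 alone of the 11 also passed the direct comparison of the drugs. The number shared was 25 and 23 without control replicates 1 and 2 and 0 without either paclitaxel array, where the adjusted p under paclitaxel rose to between 0.113 and 0.34 for the 11. It was 7 without any one GNE-140 array, where SLCO4C1, SOX4, ATP8A1 and LIPH had adjusted p of 0.0505 to 0.0662, and LIPH and SOX4 also missed 0.05 under paclitaxel without control replicate 3 (0.0514 and 0.053) or GM-4-53 replicate 1 (0.0536 and 0.0504), and LIPH without control replicate 4 (0.0551) or GM-4-53 replicates 2 and 3 (0.0538 and 0.0513).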

Of the 45 genes down-regulated by paclitaxel, 29 of these were also observed by GM-4-53, which constitutes a 64% overlap.

Using STRING/Protein-Protein Functional Enrichment Analysis, we further examine the 52 DEG overlap evoked by both paclitaxel and GM-4-53. 

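Genes of the mitotic spindle and of chromosome segregation were higher under both drugs. Of 85 measured on that list, 20 rose under GM-4-53 and 31 under paclitaxel, and none fell (73 and 78 rose when adjusted over the list alone). By the methods' t-test 0 of them passed under either drug. The list's median log2 fold change was 0.77 and 1.07, with a camera adjusted p of 8.56e-43 and 2.99e-70. The list's call was lost for GM-4-53 (adjusted p = 0.138 with an estimated correlation) and for paclitaxel (adjusted p = 0.0593 with an estimated correlation). KNSTRN, a kinetochore adaptor, had a log2 fold change of 1.04 (standard error 0.18, limma adjusted p = 0.0169) under GM-4-53 and 1.36 (standard error 0.21, adjusted p = 0.0167) under paclitaxel, and NUF2, which ties kinetochores to microtubules, 1.01 and 1.29. Of the 24 genes past the threshold for both drugs, 7 belong to this list where 0.0911 would by chance (one-sided Fisher's exact test, p = 2.90e-12, against 22395 genes), and all 7 rose. This list was written after the paper's tables of DEGs from these arrays had been read, so the test is not independent evidence. That test takes genes as independent, while the estimated correlation on this list was 0.85, and the number was 3 of 23 after quantile normalization (p = 8.85e-05), 4 of 20 after median centring (p = 8.94e-07) and 2 of 20 with array weights (p = 0.00259). They are AURKA, CENPE, CKAP2, KIF14, KIF20B, KNSTRN and NUF2. On the list of centrosome and centriole genes, SCLT1, a part of the distal appendages of the centriole, rose under GM-4-53, and SCLT1, the centrosome organizer CEP70 and the centriole protein CNTRL rose under paclitaxel, out of 29 (5 and 12 when adjusted over the list alone). That list lost its call in both comparisons (adjusted p = 0.323 and adjusted p = 0.123 with an estimated correlation). TGF-beta targets went both ways under GM-4-53: of 21, IL11 and the actin-binding TAGLN (1.07) rose, LTBP3 (−0.90), which helps store latent TGF-beta, and the repressor TGIF1 (−0.61) fell, and 3 rose and 4 fell when adjusted over the list alone (camera adjusted p = 0.376). Under paclitaxel none passed limma (1 up and 6 down at an unadjusted p under 0.05, 0 by the methods' t-test, and 1 up and 3 down adjusted over the list alone), and the camera adjusted p was 0.0293 (adjusted p = 0.0719 with an estimated correlation). ERK targets and feedback genes, a part of MAPK signaling, fell in 7 of 24 under GM-4-53, among them the transcription factor ETV1 (−1.41) and the feedback inhibitor SPRY1 (−1.19), and in 3 under paclitaxel: the ERK phosphatases DUSP6 and DUSP5 and the growth regulator MYC (−1.06). None rose, 10 and 11 fell when adjusted over the list alone (1 rose under GM-4-53), and this call held in both (adjusted p = 0.0114 and adjusted p = 0.00979 with an estimated correlation). ERK targets also fell under GNE-140 (5 of 24, median −0.25), and the controls were untreated, so an effect of the solvent DMSO cannot be told apart. The 7 shared mitotic genes became 17 and 19 without control replicates 1 and 2, 4 without any one GNE-140 array, 1 without control replicate 3 or GM-4-53 replicate 3, and 0 without control replicate 4, GM-4-53 replicates 1 or 2, or either paclitaxel array. Without single GM-4-53 arrays the adjusted p under GM-4-53 reached 0.0742 for KNSTRN, 0.0856 for NUF2 (0.0528 without control replicate 3), 0.0648 for SCLT1 and 0.0926 for TGIF1, which also missed 0.05 without control replicate 3 (0.0613) or a GNE-140 array (0.05 to 0.0529), while LTBP3 missed it without any array but control replicate 2 (0.0558 to 0.133). Without either paclitaxel array, KNSTRN, NUF2, CEP70, CNTRL, SCLT1, DUSP5, DUSP6 and MYC had adjusted p of 0.115 to 0.291 under paclitaxel, and the TGF-beta list 0.0521 and 0.058 (0.0738 without control replicate 3). CNTRL and DUSP5 were also lost under paclitaxel without control replicate 3 (0.0753 and 0.0586), GM-4-53 replicate 1 (0.0591 and 0.0526) or a GNE-140 array (0.0572 to 0.07), and CNTRL without GM-4-53 replicates 2 and 3 (0.054 and 0.0548).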

(Figure 6) The data show both drug target genes having a primary molecular classification impact on spindle microtubules, chromosomal segregation, spindle microtubules to the kinetochore, TGF-beta signaling, and the MAPK signaling pathway. The 52-gene overlap, using a plotted fold overlay (Figure 7), shows the magnitude (FC) and direction (up/down) of these particular DEGs to be closely aligned; some of these are listed in Table 2.

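Each of the 52 features that the paper's Table S1 lists for both drugs had the same direction under GM-4-53 and under paclitaxel in the limma fit. Across these features, which are not independent replicates and were chosen on these samples, the log2 fold changes of the drugs correlated at r = 0.97, which is not independent evidence. CLDN12, a tight junction protein, rose from a log2 signal of 1.59 ± 0.33 (SD, n = 4) to 2.78 ± 0.07 (SD, n = 3) under GM-4-53 and 2.97 ± 0.37 (SD, n = 2) under paclitaxel, but its control signal lies below the array medians and is not shown to be above background. LIPH, a lipase that makes lysophosphatidic acid, had log2 fold changes of −1.21 (standard error 0.19, adjusted p = 0.0104) and −1.20 (standard error 0.22, adjusted p = 0.0356). Of the 29 features lowered by both drugs, 25 had the larger change under GM-4-53, and of the 23 raised by both, 19 had the larger change under paclitaxel. The difference between the drugs itself passed an adjusted p under 0.05 for 1 of the 52, ID1. With all 12 arrays fitted together, 22 of the 52 passed the threshold for both drugs. Of 33 genes of Table 2, 25 had an adjusted p under 0.05 under GM-4-53, 16 under paclitaxel and 15 under both. Both comparisons use the same 4 control arrays, so an error in a control moves both drugs alike. Without paclitaxel replicates 1 and 2, the adjusted p under paclitaxel was 0.113 and 0.24 for CLDN12 and 0.216 and 0.34 for LIPH, and the difference in ID1 had 0.426 and 0.224. The difference in ID1 was also lost without any GM-4-53 array (0.089 to 0.131) or GNE-140 replicate 1 or 2 (0.0654 and 0.0635), and LIPH under paclitaxel without any array but control replicates 1 and 2 (0.0513 to 0.34).

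**Figure D1:**
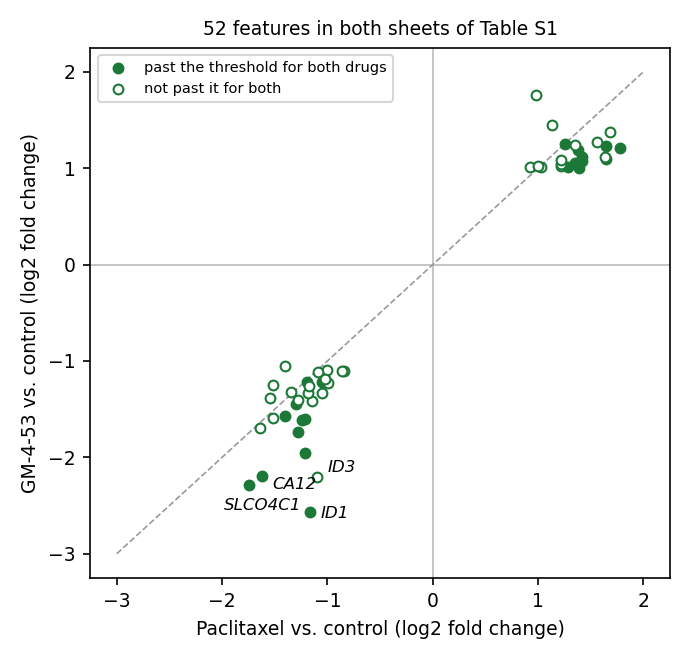
Log2 fold change vs. control of the 52 features that Table S1 lists for both drugs, paclitaxel on the x axis and GM-4-53 on the y axis. Each point is 1 feature, filled where it passed the threshold for both drugs (22) and open otherwise. The dashed line marks equal change, and all 52 points lie in the quadrants of shared direction.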

The comparable efficacy of the two drugs in 3D tumor models was also established (Figure 8). Although a dose-response was carried out, a consistent morphological pattern of grossly distorted cytostatic cells was observed throughout all effective doses tested, as shown in Figure 2. The data in Figure 8 show a very distinct and unusual pattern between the two drugs, where paclitaxel appears to halt the growth of the spheroid and central core, whereas GM-4-53 halts the growth and appears to penetrate the tumor core, leading to mass dispersion of viable cytostatic cells. The ramifications of these findings need further investigation.

## 3. Discussion

The data in this work provide basic information on the transcriptome profile in response to the two cytostatic drugs (paclitaxel and GM-4-53) in a TNBC model. There is no doubt that GM-4-53 has many anticancer effects in common with paclitaxel, as both are cytostatic drugs, which fully block the cell cycle at non-cytotoxic concentrations, and evoke massive changes in the cytoskeletal architecture, disrupting microtubule dynamics and inducing cell-cycle arrest. Microtubule dynamics disrupters are mainline cancer drugs, as they can block the normal equilibrium, which allows cell structures to expand, retract, change shape, divide, and move. Cytostatic compounds such as paclitaxel are a front-line treatment in many cancers because they impair the dynamics of cytoskeletal fluidity in cancer cells, paralyzing microtubules (stabilized) by either blocking tubulin depolymerization or polymerization (destabilized), meaning that cell division is no longer possible [42,43]. This can occur via two basic classes of drugs (1) (e.g., taxanes, epothilones, cyclosstreptin, steroids, lactones, and natural compounds), referred to as microtubules stabilizing agents (MSA)s, which block tubulin depolymerization, or (2) drugs that inhibit polymerization of tubulin (destabilizing agents) (MDAs) such as colchicine, vinblastine and combretastatin-A4 [44]. MDAs and MSAs block cell-cycle progression holding the filaments static, thereby preventing chromosome attachment/segregation and spindle formation required for mitotic cell division [45,46]. The limitations to using these drugs to treat cancer, as is the case for paclitaxel, include inherent side effects, chemoresistance, and poor aqueous solubility, with limited access to the blood-brain barrier [47,48].

Drug therapeutic failures are ultimately responsible for mortality rates. As a result, there is a continuous demand for safe and efficient alternatives to TNBC cytostatic drugs, which may work through a different mechanism, enabling improved antitumor response and patient outcome. After our lab revealed GM-4-53 to be a potent cytostatic agent, the first obvious target evaluated was its effect on the tubulin polymerization/depolymerization processes; where the data failed to show any effect and showed only mild effects on the process of tubulin nucleation, suggesting there must be additional mechanisms in play [37].

Interestingly, while the effects of paclitaxel are not believed to involve a mechanism of action occurring at the gene level, the findings in this work were not expected, showing that many elements of the cell cycle are altered at the transcriptome level. It was also surprising to find significant overlap in the transcriptome in response to paclitaxel and GM-4-53, particularly in downregulated transcripts require for cell cycle and mitosis. 

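The change in the cell cycle genes was unequal between mitosis and DNA replication. Set against the mean of the controls, the median of 85 mitotic genes was 0.72 to 0.83 on the log2 scale in the 3 GM-4-53 arrays and 1.05 to 1.06 in the 2 paclitaxel arrays. The median of 48 genes of DNA replication and S phase was 0.12 to 0.21 and 0.16 to 0.22 in the same arrays. Within each array, the mitotic genes exceeded the S phase genes by 0.57 to 0.90 under the 2 drugs and by −0.20 to 0.22 in the controls. No S phase gene passed limma's adjusted p under either drug (3 up and 1 down under GM-4-53 and 1 up and 1 down under paclitaxel at an unadjusted p under 0.05, 0 by the methods' t-test and 0 when adjusted over the list alone). CCNE1, the cyclin that starts S phase, had a log2 fold change of −0.81 (standard error 0.20, adjusted p = 0.0689) under GM-4-53, and GINS1, part of the replicative helicase, 0.75 (standard error 0.34, adjusted p = 0.428) under paclitaxel. Camera gave the S phase list an adjusted p of 0.0255 under GM-4-53 and 0.0367 under paclitaxel (adjusted p = 0.783 and adjusted p = 0.747 with an estimated correlation). Among 16 CDK inhibitors and G1 regulators none passed limma either (1 up and 3 down under GM-4-53 and 0 up and 2 down under paclitaxel unadjusted, 0 by the methods' t-test, and 1 down in each when adjusted over the list alone). CDKN1A, which encodes the CDK inhibitor p21, had a log2 fold change of −0.39 (standard error 0.15, adjusted p = 0.253) under GM-4-53 and −0.67 (standard error 0.17, adjusted p = 0.102) under paclitaxel, and CDKN1B, which encodes p27, −0.21 and −0.08. Of 14 tubulins, the subunits of microtubules, none passed limma under paclitaxel (3 up and 1 down unadjusted, 0 by the methods' t-test, and 2 up when adjusted over the list alone). The controls were uneven in these genes, with a mitotic median of 0.38 and 0.39 in replicates 1 and 2, −0.24 in replicate 3 and −0.52 in replicate 4. The S phase call was lost without control replicate 3 (adjusted p = 0.666 and 0.745 for GM-4-53 and paclitaxel), without control replicate 4 (0.76 and 0.73, with a median of −0.02 under GM-4-53), and for paclitaxel without either of its arrays (0.0922 and 0.058).

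**Figure D2:**
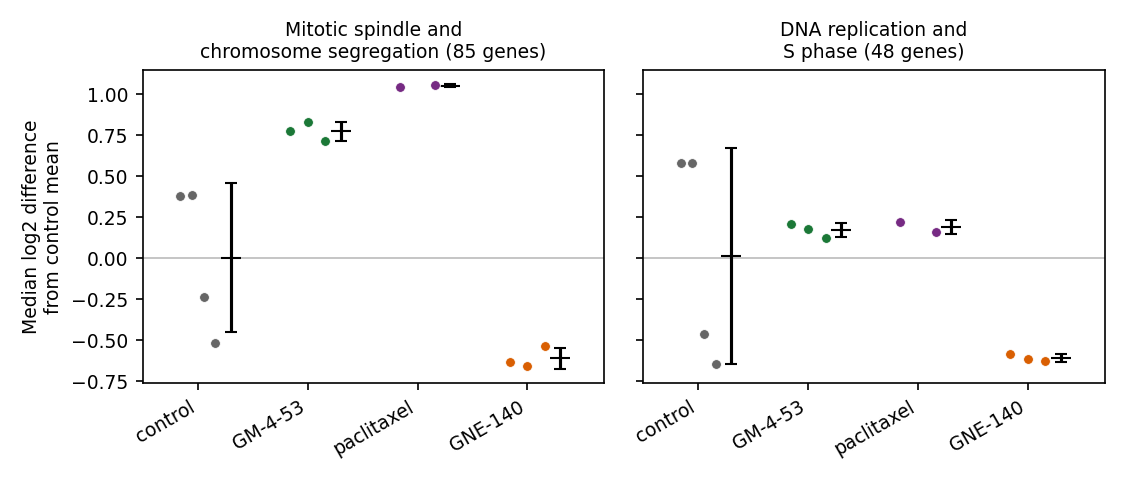
Median log2 difference from the control mean, per array, for 85 genes of the mitotic spindle and chromosome segregation (left) and 48 genes of DNA replication and S phase (right). Each point is 1 array (control n = 4, GM-4-53 n = 3, paclitaxel n = 2, GNE-140 n = 3), and bars show the mean ± SD. The mitotic medians of the GM-4-53 and paclitaxel arrays lie between 0.72 and 1.06 and those of the controls between −0.52 and 0.39.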

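The drugs shared 27 DEGs in the limma fit, 16 up and 11 down, and none in opposite directions. Which direction led depended on the setting, with 10 up and 18 down after quantile normalization, 10 and 12 after median centring, 7 and 15 with array weights, and 89 and 16 over all features. Independent lists of these sizes would share 0.133 up and 0.109 down. In 20 simulations of unchanged groups that shared their controls, the shared number was 0.25 on average and 1 at most. These simulations drew each feature independently, while genes of the mitotic list had an estimated correlation of 0.85. They can therefore understate the overlap that uneven shared controls alone would give. The 16 shared rises include AURKA, CENPE, CKAP2, GAS2L3, KIF14, KIF20B, KNSTRN, NUF2, SCLT1, CLDN12, the olfactory receptor OR2M3, the small nucleolar RNA features SNORA55 and SNORD1A, and a feature shared by SNORA64 and its host gene RPS2, which the paper lists as RPS2. Among them, AURKA encodes the kinase aurora A, CKAP2 a spindle protein, KIF14 a kinesin of cytokinesis and GAS2L3 a linker of actin and microtubules. GAS2L3 had a log2 fold change of 1.00 (standard error 0.20, adjusted p = 0.0263) under GM-4-53 and 1.38 (standard error 0.22, adjusted p = 0.0209) under paclitaxel. No gene of the mitotic list was among the 11 shared falls, which include ID1, an inhibitor of DNA binding, the transcription factor SOX4 and the ERK phosphatase DUSP6. Across all 53617 features, which are not independent replicates, the log2 fold changes of the drugs correlated at r = 0.63, against 0.525 in the simulations, where the controls alone are shared. With the controls split 2 and 2 so that each drug had its own, r was 0.156 to 0.35, and 3 to 20 named DEGs were shared up and 8 to 19 down. The 27 became 58 and 64 without control replicates 1 and 2, 18 without control replicate 3, 15 without control replicate 4, 14, 14 and 16 without GM-4-53 replicates 1, 2 and 3, 17 without any one GNE-140 array, and 0 without either paclitaxel array. Falls led without control replicate 4 (5 up and 10 down) or GM-4-53 replicates 1, 2 (4 and 10 each) or 3 (5 and 11). GAS2L3 had an adjusted p of 0.0662 under GM-4-53 without control replicate 3, 0.0883, 0.104 and 0.0683 without the GM-4-53 replicates in turn and up to 0.0508 without a GNE-140 array, and under paclitaxel 0.207 and 0.206 without either paclitaxel array.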

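Kinesins, centromere proteins and centrosomal proteins rose in part under both drugs. Of 45 kinesin genes of the KIF family, 6 rose under paclitaxel (KIF11, KIF14, KIF18A, KIF20B, KIF23 and KIF2C) and 6 under GM-4-53 (the same without KIF11 and with KIF18B). KIF11, the motor that pushes the spindle poles apart, had a log2 fold change of 1.11 (standard error 0.18, limma adjusted p = 0.0231) under paclitaxel, 0.62 (standard error 0.16, adjusted p = 0.0829) under GM-4-53 and −0.49 (standard error 0.19, adjusted p = 0.641) between the drugs. AURKA, the kinase aurora A, rose by 1.43 (standard error 0.24, adjusted p = 0.024) and by 1.04 (standard error 0.21, adjusted p = 0.0317), with a difference of −0.39 (standard error 0.25, adjusted p = 0.812). MAD2L1, which encodes the spindle checkpoint protein MAD2, had a log2 signal of 5.94 ± 0.63 (SD, n = 4) in controls, 7.21 ± 0.01 (SD, n = 2) under paclitaxel and 6.92 ± 0.17 (SD, n = 3) under GM-4-53, with adjusted p of 0.0972 and 0.108. Of 18 centromere proteins, CENPE and CENPF rose under paclitaxel and CENPE under GM-4-53, and of 39 centrosomal CEP genes, CEP20, CEP55 and CEP70 rose under paclitaxel and the first pair under GM-4-53. Of 13 cyclins, CCNA1, CCNA2, CCNB1 and CCNB2 rose under paclitaxel, and CCNB1 and CCNB2 under GM-4-53. These counts use an adjusted p under 0.05 with no fold limit. With the 2-fold limit, 6 kinesins passed under paclitaxel and 3 under GM-4-53, and 2 and 1 centromere proteins. Centrosomal genes then numbered 3 and 0, and cyclins 4 and 0. Of 7 CDCA genes none passed limma (3 up under paclitaxel and 4 under GM-4-53 at an unadjusted p under 0.05, 0 by the methods' t-test), with median log2 fold changes of 0.46 and 0.69. In the direct comparison of the drugs 0 genes of these families passed limma, while 3 were higher and 10 lower under GM-4-53 at an unadjusted p under 0.05, and 0 passed the methods' t-test. With 3 arrays against 2 this leaves smaller differences open, and the mitotic list was lower under GM-4-53 by a median of −0.31 and the centrosome list by −0.19 (camera adjusted p = 1.99e-10 and 2.00e-04, adjusted p = 0.589 for both with an estimated correlation). Table S1 lists 101 features for paclitaxel alone, 85 of them up. The median of these 85 was 1.22 under paclitaxel and 0.80 under GM-4-53, where 23 had an adjusted p under 0.05, though they were chosen on these samples against the same controls, which is not independent evidence and alone lifts the GM-4-53 values. In the direct comparison, 1 of the 85 passed as lower under GM-4-53, and 25 had an unadjusted p under 0.05. Its estimate uses no control, but its standard error comes from the spread within all 4 groups, the uneven controls included. Without either paclitaxel array every paclitaxel call named here was lost (0.0782 to 0.313), and without control replicate 3 so were KIF11 (0.05), AURKA (0.0523), KIF23 (0.0643), CENPF (0.079), CEP20 (0.0637), CEP55 (0.0672) and CCNA2 (0.0791), the last 5 also without GM-4-53 replicate 1 (0.0526 to 0.0633) or a GNE-140 array (0.0549 to 0.074), and CENPF, CEP55 and CCNA2 without GM-4-53 replicates 2 and 3 (0.0512 to 0.0581). Under GM-4-53, each call named here was lost without GM-4-53 replicate 2 (0.0524 to 0.153), all but CCNB1 and KIF18A without replicate 1 (0.0615 to 0.14), all but CCNB1 without replicate 3 (0.064 to 0.117), all but CCNB1, KIF18A and CENPE without control replicate 3 (0.0522 to 0.109), and CCNB2 (0.0631) and CEP55 (0.0541) without control replicate 4. Without a paclitaxel array AURKA, KIF20B, KIF18B, KIF2C, CEP20, CEP55 and CCNB2 were lost under GM-4-53 (0.0549 to 0.0798), and without a GNE-140 array these and KIF23 (0.0518 to 0.0859).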

Secondly, the data show DEG shifts that are unique to paclitaxel, which is reportedly observed to be associated with taxol chemoresistance, such as upregulated transcription of kinesin superfamily members, spindle assembly processes (e.g., MAD2, KIF11 (also known as kinesin-5 and Eg5), centrosomal proteins, centromere proteins, cell-division-cycle-associated genes, cyclins, centrioles, and aurora A, some of which also amplify chromosomal and spindle processes in paclitaxel refractory cancers [49,50,51,52] (see Supplementary Table S1). Information from whole-transcriptomic analysis on the effects of paclitaxel in this study may also provide information on changes that could align with drug resistance. While paclitaxel has been rigorously studied for decades, there is no known information on GM-4-53 or how it mediates its effect on cell division. For this reason, we searched for DEG overlaps in common to both drugs. Both drugs caused a pronounced downregulation of “inhibitor of DNA Binding/Inhibitor of differentiation” (ID) transcripts for ID1, ID3, and ID4, with GM-4-53 having more significant effects than paclitaxel. 

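Under GM-4-53, ID1 had the largest measured fall of the 3 ID genes. Its log2 signal was 7.93 ± 0.20 (SD, n = 4) in controls, 5.36 ± 0.07 (SD, n = 3) under GM-4-53 and 6.76 ± 0.15 (SD, n = 2) under paclitaxel. This is a log2 fold change of −2.57 (standard error 0.13, limma adjusted p = 1.41e-05) for GM-4-53 and −1.17 (standard error 0.15, adjusted p = 0.00877) for paclitaxel, and the difference between the drugs was −1.40 (standard error 0.16, adjusted p = 0.0196). ID3 went from 5.19 ± 0.27 (SD, n = 4) to 2.99 ± 0.50 (SD, n = 3) and 4.09 ± 0.10 (SD, n = 2), with log2 fold changes of −2.20 (standard error 0.22, adjusted p = 0.00154) and −1.10 (standard error 0.25, adjusted p = 0.0801), a difference of −1.10 (standard error 0.27, adjusted p = 0.304). ID4 had −1.59 (standard error 0.29, adjusted p = 0.0186) under GM-4-53 and −1.52 (standard error 0.33, adjusted p = 0.064) under paclitaxel, and the drugs differed by −0.07 (standard error 0.34, adjusted p = 0.989). All treated arrays lay below all control arrays for the 3 genes. The paper chose these genes on the same arrays, so that separation is not added evidence. The ID3 signal under GM-4-53 lay close to the array medians and is not shown to be above background. Its fall may be understated, and its rank below ID1 is uncertain. On the list of 14 ID genes and BMP/SMAD targets, 7 fell under GM-4-53 and 2 under paclitaxel, and none rose (10 and 6 fell when adjusted over the list alone). BMP4, a ligand that induces ID genes through SMAD proteins, fell by 0.88 (standard error 0.12, adjusted p = 0.00467) under GM-4-53 and by 0.68 (standard error 0.13, adjusted p = 0.048) under paclitaxel. The list's median was −0.88 and −0.52, and it was lower under GM-4-53 than under paclitaxel by a median of −0.27, with ID1 past the test (4 when adjusted over the list alone). These calls held in all 3 comparisons (adjusted p = 0.00186, adjusted p = 0.00979 and adjusted p = 0.0101 with an estimated correlation). This list too was written after the paper's tables of DEGs from these arrays had been read, so its calls are not independent evidence. The doses differ, so the drugs were not compared at a matched dose. This list also fell under GNE-140, with 2 of 14 genes past the test and a median of −0.38. All 3 compounds were in DMSO and the controls were untreated, so an effect of the solvent on the shared fall cannot be told apart. Without paclitaxel replicates 1 and 2, ID1 under paclitaxel had an adjusted p of 0.113 and 0.153 and the difference 0.426 and 0.224, and the difference in ID1 was also lost without GM-4-53 replicates 1, 2 and 3 (0.131, 0.089 and 0.0947) and GNE-140 replicates 1 and 2 (0.0654 and 0.0635). ID4 under GM-4-53 had 0.0859 and 0.0671 without GM-4-53 replicates 1 and 3, and the fall of BMP4 under paclitaxel missed 0.05 without any array but control replicate 2 (0.052 to 0.354). The paper states that lowered ID transcripts under both drugs are known to impede cell division.

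**Figure D3:**
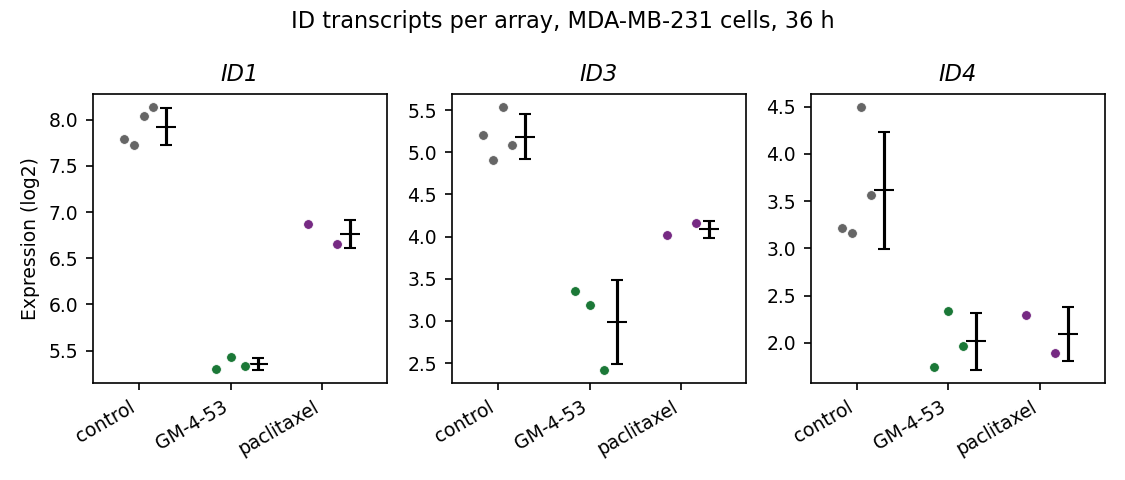
Log2 signal of ID1, ID3 and ID4 on the y axis in untreated controls (n = 4), GM-4-53 (n = 3) and paclitaxel (n = 2). Each point is 1 array, and bars show the mean ± SD. For ID1 the 3 GM-4-53 arrays lie between 5.31 and 5.43, the paclitaxel arrays at 6.65 and 6.87 and the controls between 7.73 and 8.14.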

IDs are implicated in the control of cell division and mitosis not only during embryonic development but also in numerous cancers, including TNBC, being linked to larger tumor size, advanced histological grade, metastasis, vascular invasion, stem cell phenotype, lymph node invasion, and poor clinical outcomes [53,54]. The ID genes may control cell division by the indirect regulation of processes involving CDKN1A (p21) and CDKN1B (p27) [55]. In TNBC and other cancers, the ID oncogenic transcripts foster diverse cancer-related events, including EMT, signaling (e.g., EGFR/TGF-beta [56,57,58,59,60,61], K-Ras, WNT, STAT3, PI3K/Akt, OCT-4/ID1/NF-kappaB), where ID genes are a target of many anticancer drugs, including vinblastine [62,63]. Drugs such as GM-4-53 that can downregulate IDs are believed to offer therapeutic roles in the attenuation of TNBC progression and other cancers [64,65,66], with a capacity to offset chemoresistance associated with various drugs [67,68,69,70,71]. Regarding the impact of downregulated ID transcripts by both paclitaxel and GM-4-53, these are known to play a direct role in impeding cell division. Several studies seem to suggest that ID1 exerts control over cell cycle and self-renewal capacity of TNBC in vitro and in vivo [57], with its absence (silencing) leading to G0/G1 cell cycle arrest [56].

The data in this work also show that both paclitaxel and GM-4-53 co-downregulate both amphiregulin (AREG) and epiregulin (EREG) mRNAs, which are required for breast luminal development (by EGF binding/activating EGFR (ERBB)), and, when overexpressed, are linked to aggressive breast cancers of diverse type (ER + erb2, HER2 and TNBC) [72,73,74,75,76]. 

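EREG had a log2 signal of 6.57 ± 0.67 (SD, n = 4) in controls, 4.88 ± 0.30 (SD, n = 3) under GM-4-53 and 4.93 ± 0.15 (SD, n = 2) under paclitaxel. It fell under GM-4-53, with a log2 fold change of −1.69 (standard error 0.29, limma adjusted p = 0.0157), and had −1.64 (standard error 0.34, adjusted p = 0.0529) under paclitaxel. AREG had 7.66 ± 0.86 (SD, n = 4) in controls, 6.27 ± 0.31 (SD, n = 3) and 6.11 ± 0.03 (SD, n = 2) under the drugs, with log2 fold changes of −1.39 (standard error 0.36, adjusted p = 0.0818) and −1.55 (standard error 0.41, adjusted p = 0.119). Every treated array lay below every control for both genes, which the paper chose on the same arrays, so that separation is not added evidence. The drugs differed by −0.05 (standard error 0.35, adjusted p = 0.994) in EREG and by 0.16 (standard error 0.43, adjusted p = 0.975) in AREG. HBEGF, another ligand of EGFR, rose under GM-4-53 by 0.78 (standard error 0.12, adjusted p = 0.00752) and had −0.33 (standard error 0.13, adjusted p = 0.334) under paclitaxel, a difference of 1.11 (standard error 0.14, adjusted p = 0.0341). Another AREG feature had log2 fold changes of −1.25 and −1.52 under GM-4-53 and paclitaxel (limma adjusted p = 0.136 and 0.152). These AREG features take their name from Table S1 alone and did not enter the gene lists. On the list of EGFR ligands and receptors, 10 genes were measured, and EREG and HBEGF alone passed under GM-4-53 (2 up and 1 down when adjusted over the list alone, camera adjusted p = 0.969). Under paclitaxel none passed limma (1 up and 3 down at an unadjusted p under 0.05, 0 by the methods' t-test, and 2 down when adjusted over the list alone), with a camera adjusted p of 0.15. The EREG call under GM-4-53 was lost without GM-4-53 replicate 1 (adjusted p = 0.055) or 3 (0.0676). The difference in HBEGF was lost without control replicate 1 (0.0694), without GM-4-53 replicates 1, 2 or 3 (0.131, 0.144 and 0.0947), without paclitaxel replicates 1 or 2 (0.428 and 0.244) and without GNE-140 replicates 1 or 2 (0.101 and 0.0731).

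**Figure D4:**
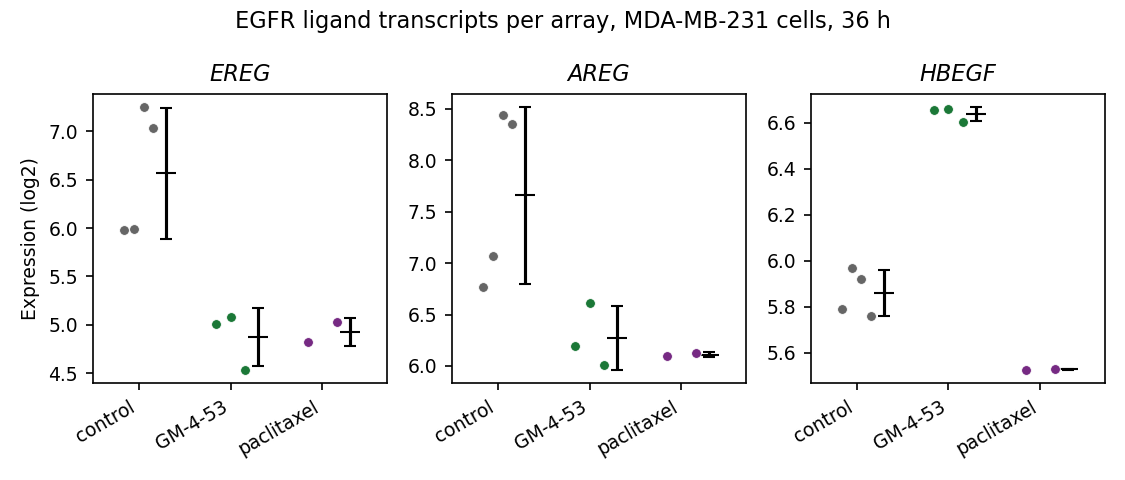
Log2 signal of EREG, AREG and HBEGF on the y axis in untreated controls (n = 4), GM-4-53 (n = 3) and paclitaxel (n = 2). Each point is 1 array, and bars show the mean ± SD. The means for EREG are 6.57 in controls, 4.88 under GM-4-53 and 4.93 under paclitaxel.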

AREG/EREGs are also involved with enhanced tumor cell proliferation but equally capable of propelling the fibrotic processes required for the development of cancer-associated fibroblasts (CAFS), which establish a conducive tumor microenvironment (TME) for rapid tumor proliferation [77,78,79,80]. In brief, AREG/EREG ectodomain ligands are initially shed by the tumor necrosis factor-alpha-converting enzyme (TACE), with subsequent integration into exosomes. They are fully competent as ligands, which then bind/activate tumor EGFR (ErbB1-4) receptors to trigger oncogenic signaling: (phosphatidylinositol 3-kinase/Akt, Ras/Raf/MEK/ERK1/2, and phospholipase C), which also leads to sustained release of cytokines that cause leukocyte infiltration to the tumor microenvironment (TME) [81,82]. Additionally, GM-4-53 reduced the expression of Intercellular adhesion molecule 1 (ICAM-1), which is a driver of cell migration via the docking and trafficking of leukocytes toward cancer and stromal cells [83,84]. In addition, its intra-cellular product (pro-AREG) enters the nucleus, where it activates potent oncogenes [85,86,87,88]. 

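ICAM1 fell from a log2 signal of 7.49 ± 0.62 (SD, n = 4) in controls to 5.69 ± 0.28 (SD, n = 3) under GM-4-53, a log2 fold change of −1.80 (standard error 0.27, limma adjusted p = 0.00851). Under paclitaxel its signal was 6.02 ± 0.07 (SD, n = 2), a log2 fold change of −1.47 (standard error 0.31, adjusted p = 0.058), and the drugs differed by −0.33 (standard error 0.33, adjusted p = 0.896). Every array of both drugs lay below every control array, but the paper chose this gene on the same arrays, so that separation is not added evidence. ICAM1 is induced by NF-kB, and of 26 NF-kB and inflammatory genes measured, ICAM1, NFKBIA and BCL3 fell under GM-4-53 and TNFAIP3 rose (11 down and 3 up when adjusted over the list alone). NFKBIA, which encodes the inhibitor that holds NF-kB in the cytoplasm, fell by 1.07 (standard error 0.17, adjusted p = 0.0103), and TNFAIP3, an enzyme that damps NF-kB signaling, rose by 0.68 (standard error 0.13, adjusted p = 0.0262). BCL3, a nuclear cofactor of NF-kB, fell by 0.92 (standard error 0.20, adjusted p = 0.0464). The list's median log2 fold change was −0.44 under GM-4-53 and −0.36 under paclitaxel, and the call held in both (adjusted p = 0.0329 and adjusted p = 0.0412 with an estimated correlation). No single gene of the list passed limma under paclitaxel (1 up and 9 down at an unadjusted p under 0.05, 0 by the methods' t-test, and 8 down when adjusted over the list alone). NFKBIA had an adjusted p of 0.0527 without GM-4-53 replicate 2, TNFAIP3 had 0.107 and 0.108 without GM-4-53 replicates 1 and 2 and 0.052 to 0.0526 without a GNE-140 array, and BCL3 missed 0.05 without any array but control replicate 3 (0.0533 to 0.162).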

The well-known tumor-promoting role of EGFT ligand/receptors is the premise behind existing chemotherapies [89], such as (cetuximab pertuzumab, trastuzumab), which bind ligands or interacts with the receptor (gefitinib, erlotinib, and lapatinib) [90]. Similar to EREG, drugs that interfere with AREG, particularly in chemoresistant breast cancers, effectively acquiesce tumor growth, tumor-associated macrophage (TAM) infiltration [91] and block the activation of diverse EGF receptors (ErbB1, 3 and 4+ ErbB2 HER2/Neu) [92,93,94,95].

While these are just a few promising aspects of GM-4-53, future work will be required to elucidate both the therapeutic and limiting factors of this drug. The data from this work clearly define the following: this drug is a cytostatic, non-cytotoxic agent with a similar effect on TNBC to the mainline drug, paclitaxel. The lack of cytotoxicity by paclitaxel has been observed in ex vivo explants of human breast tumors, which penetrate a tumor and disrupt mitosis without directly invoking cytotoxicity [96]. There is a clear distinction between cytotoxic drugs vs. cytostatic drugs, demarcated by the extremely large difference in drug dose concentrations between lower-dose effective blocks on cell proliferation (IG_50_) vs. cell viability ratios (IC_50_), where dead cells do not divide. While the data in this work also show that both drugs affect established 3D spheroid tumors, GM-453 appears to have significant effects on the clustering of cells or penetration of the tumor spheroid, which could theoretically either prevent tumor formation and/or alter the metastatic proclivity of circulating tumor cells [97].

## 4. Conclusions

In this work, we show that GM-4-53 displays several areas of potential targeted chemotherapy efficacy. Given the efficient solubility of GM-4-53, its low molecular weight (MW; 296), ability to penetrate a small solid tumor mass and effectively block the cell cycle, this drug may have future therapeutic value in treating TNBC or other cancers. Further research will be needed, including in vitro and in vivo preclinical work to establish limitations, safety guidelines, pharmacokinetics, and potential applications of this drug.

## 5. Materials and Methods

Hanks balanced salt solution (HBSS), (4-(2-hydroxyethyl)-1-piperazine-ethanesulfonic acid) (HEPES), ethanol, 96-well plates, flasks, paclitaxel, general reagents, and supplies were purchased from Sigma-Aldrich Co. (St. Louis, MO, USA) and VWR International (Radnor, PA, USA).

### 5.1. Chemistry

The synthesis and characterization of tetrahydroisoquinoline GM-4-53 have been described previously [37]. O-mesitylene sulfonyl hydroxylamine (MSH) was used to prepare the *N*-amino salt as an aminating agent, as previously reported [36]. MSH (22.74 mmol) was added, in dry methylene chloride (10 mL), an ice-cool solution of 7-hydroxyisoquinoline (20.67 mmol) in anhydrous methylene chloride and anhydrous methanol (1:1) (60 mL), over 5 min with stirring. The reaction was stirred at 0 °C for 6 h, as previously reported in the procedure. 4-ethyl benzoyl chloride (8.32 mmol) was added to an ice-cold solution of *N*-amino salt (4.16 mmol) in anhydrous tetrahydrofuran (40 mL) containing trimethylamine (2.0 mL). The mixture was allowed to proceed for 12 h at 70 °C to obtain *N*-ylide as a stable crystalline solid. Sodium borohydride (50.0 mmol) reduction of ylide in absolute ethanol (50 mL) furnished the 4-Ethyl-*N*-(7-hydroxy-3,4-dihydroisoquinolin-2(1H)-yl) benzamide (GM-4-53), with fair to good yield (65% yield).

### 5.2. Cell Culture

In this study, TNBC MDA-MB-231 cells (ATCC^®^ HTB-26™) were obtained from American Type Culture Collection (Manassas, VA, USA). MDA-MB-231 cells were initially brought up in ATCC-formulated Leibowitz’s L-15 medium, supplemented with 10% fetal bovine serum (FBS) and penicillin/streptomycin (100 U/0.1 mg/mL). After confluence, the cells were sub-cultured and grown in Dulbecco’s modified Eagle’s medium (DMEM), containing phenol red, 7.5% FBS, 4 mM L-glutamine, 20 µM sodium pyruvate, and penicillin/streptomycin (100 U/0.1 mg/mL). Cells were maintained at 37 °C in 5% CO_2_/atmosphere and, every 2–5 days, the medium was replaced, and cells were sub-cultured.

The anti-proliferative activity of GM-4-53 on two additional cell lines was evaluated at the Southern Research Institute (SRI, Birmingham, Alabama, USA). There, the human MCF-7 breast cancer cell line was purchased from the NCI. The human Ishikawa endometrial cancer cell line was purchased from Sigma Aldrich. Both cell lines were cultured in phenol red-free RPMI-1640 (Hyclone) (500 mL), supplemented with L-glutamine-dipeptide (Hyclone) (5 mL), and 10% fetal bovine serum (Atlanta Biologicals) (50 mL).

### 5.3. Proliferation and Cell Viability Studies

For MDA-MB-231 cells, both paclitaxel and GM-4-53 were dissolved in DMSO and stored at −20 °C. A stock solution for both compounds was prepped in HBSS. In brief, 96-well plates were seeded with cells (0.04 × 10^5^/well) to a volume of 200 µL, to which drugs were added, and cell proliferation (as cell count) was evaluated at a 6-day endpoint, using Alamar blue. For Alamar blue testing, a working solution of resazurin prepared in sterile phosphate-buffered saline (PBS)-phenol red (0.5 mg/mL) was added (15% *v*/*v*) to each sample in a 96-well plate. Samples were returned to the incubator for 4–6 h, and the reduction in the dye (to resorufin, a fluorescent compound) caused by viable cells was quantitatively analyzed using a Synergy HTX multi-mode reader (Bio-Tek, Winooski, VT, USA), with excitation/emission wavelength settings at 550 nm/580 nm. Cell count was evaluated as % control, and the inhibitory growth (IG_50_) value was calculated by regression analysis. Cytotoxicity studies were carried out at equal dose concentrations as proliferation studies at a higher plating density (0.5 × 10^5^/well), over 24–36 h. The cytostatic effects of MCF-7 and Ishikawa cell lines were determined using the CellTiter-Glo (CTG) luminescent cell viability assay, which is based on the direct determination of intracellular ATP level (determining the number of viable cells in culture based on the quantification of ATP present), which signals the presence of metabolically active cells. Luminescence results were read on TriLux Luminometer. Optimal concentrations for microarray were established by a lack of cell toxicity, at a concentration showing a complete blockage of cell proliferation; paclitaxel (1 μg/mL) and GM-4-53 (5 µg/mL). For microarray studies, cells were plated and treated in 75 cm3 flasks for 36 h.

### 5.4. 3D Tumor Studies

MDA-MB-231 cells were plated in low-adhesion, round-bottom, sterile, 96-well plates at a cell density of (0.2 × 10^5^/well), in 200 uL of cell culture media centrifuged at 1800× *g* for 3 min prior to incubation at 37 °C in 5% CO_2_/atmosphere. For the first 3 days, cells were taken out and re-centrifuged at 1800× *g* × 3 min. 3D spheroids were left to grow for 10 days. On day 14, experimental drugs were added, and images were captured on day 24.

### 5.5. Imaging

2D cell cultures were imaged to ascertain changes in morphological structure at the 6-day endpoint in MDA-MB-231 cells in the presence or absence of treatments. In brief, cells were fixed in 4% paraformaldehyde and incubated at 37 °C in 5% CO_2_/atmosphere for 15 min. After delicate removal of paraformaldehyde, sterile ultra-pure biological grade water containing 0.2% Triton X-100 was gently added to each well (100 uL) and returned to the incubator for 45 min. After gentle removal, a PBS solution containing propidium iodide (1 μg/mL) and Phalloidin-iFluor 488 Reagent (ab176753) was added to each well, according to the manufacturer’s instructions Abcam (Cambridge, MA, USA), and images were captured on an inverted fluorescent microscope using the 10× and 25× fluo-objectives. 3D tumors were stained with fluorescein diacetate (live-cell dye) and countered imaged for morphology.

### 5.6. Microarray WT 2.1 Human Datasets

After the experimental 36-h time point, the cells were scraped, washed three times in ice-cold HBSS, and spun down. The supernatant was removed, and the remaining pellet was rapidly frozen and stored at −80 °C. Total RNA was isolated and purified using the Trizol/chloroform method. The RNA quality was assessed, and concentrations were equalized to 82 ng/μL in nuclease-free water. According to the GeneChipTM WT PLUS Reagent Manual for Whole Transcript (WT) expression arrays, whole-transcriptome analysis was conducted. In brief, RNA was reverse-transcribed to first-strand/second-strand cDNA, followed by cRNA amplification and purification. After the 2nd cycle of ss-cDNA Synthesis and hydrolysis of RNA, ss-cDNA was assessed for yield, fragmented, labeled, and hybridized onto the arrays before being subjected to fluidics and imaging using the Gene Atlas Affymetrix, ThermoFisher Scientific (Waltham, MA, USA). The array data, quality control, and initial processing from CEL to CHP files were conducted using an expression console before data evaluation using the Affymetrix transcriptome analysis console (Wiki/Kegg pathways) and protein-protein interaction (PPI) String Database (String Consortium 2020) https://string-db.org, accessed on 25 March 2021 [98,99], *n* = 3.

### 5.7. Data Analysis

Statistical analysis was performed using Graph Pad Prism (San Diego, CA, USA). The significance of the difference between groups was assessed using a one-way ANOVA, followed by the Tukey post hoc means comparison test or Student’s *t*-test. IG_50_s were determined by regression analysis using origin software Origin Lab (Northampton, MA, USA).

## Figures and Tables

**Figure 1:**
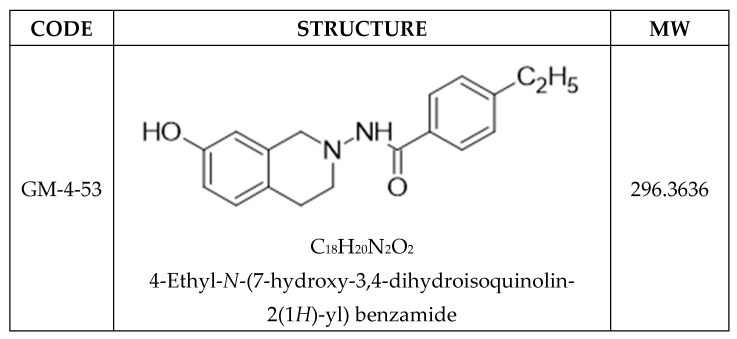
Chemical Structure of GM-4-53.

**Figure 2:**
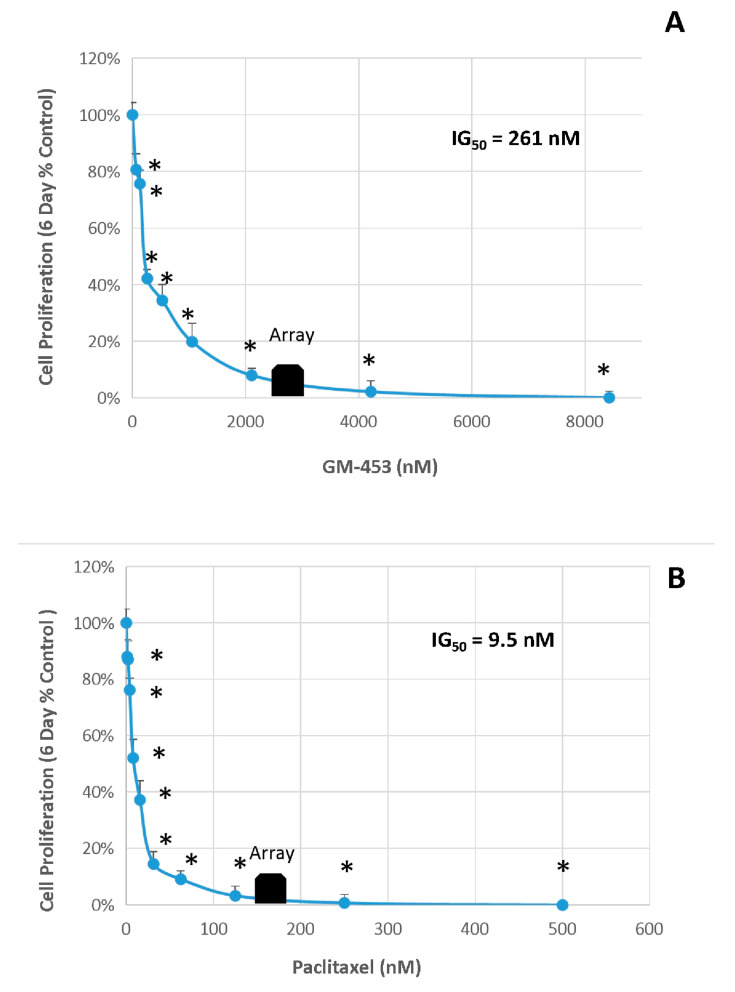
Cytostatic growth-inhibitory effects of GM-4-53 (**A**) and paclitaxel (**B**) in MDA-MB-231 cells were determined with an endpoint cell count analysis conducted on day 6. The data represent cell count/proliferation (as % untreated control) and are expressed as the Mean ± SEM, with the IG_50_s determined by regression analysis. Significant differences from the control were determined using a one-way ANOVA followed by a Tukey post hoc test. * *p* < 0.05. Array blocks denote the specific concentrations used for microarray analysis vs. controls.

**Figure 3:**
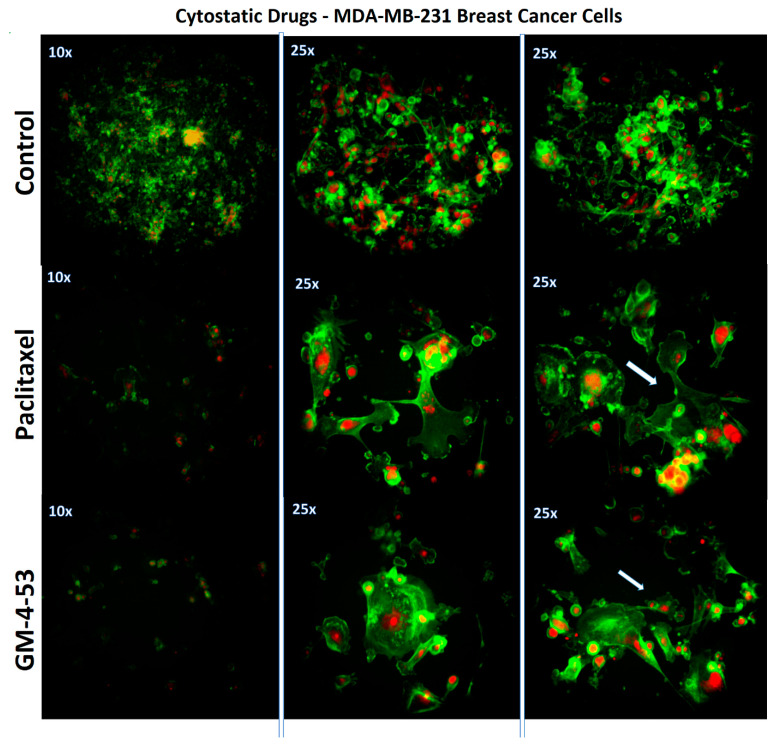
Morphological Changes associated with cytostatic growth-inhibitory effects by GM-4-53 5 μg/mL and paclitaxel 1 μg/mL in MDA-MB-231 cells evaluated at day 6. The images demonstrate cytostatic changes to the actin cytoskeletal architecture (green) with a propidium iodide nuclear counterstain (red) in the presence of either drug vs. untreated controls. [10×] shows the basic overview of accumulated cell number (cell proliferation), where [25×] shows higher magnification to enable visualization of deformed cell morphology *n* = 2. The images show abnormally large-shaped extended actin networks in cells that are unable to divide.

**Figure 4:**
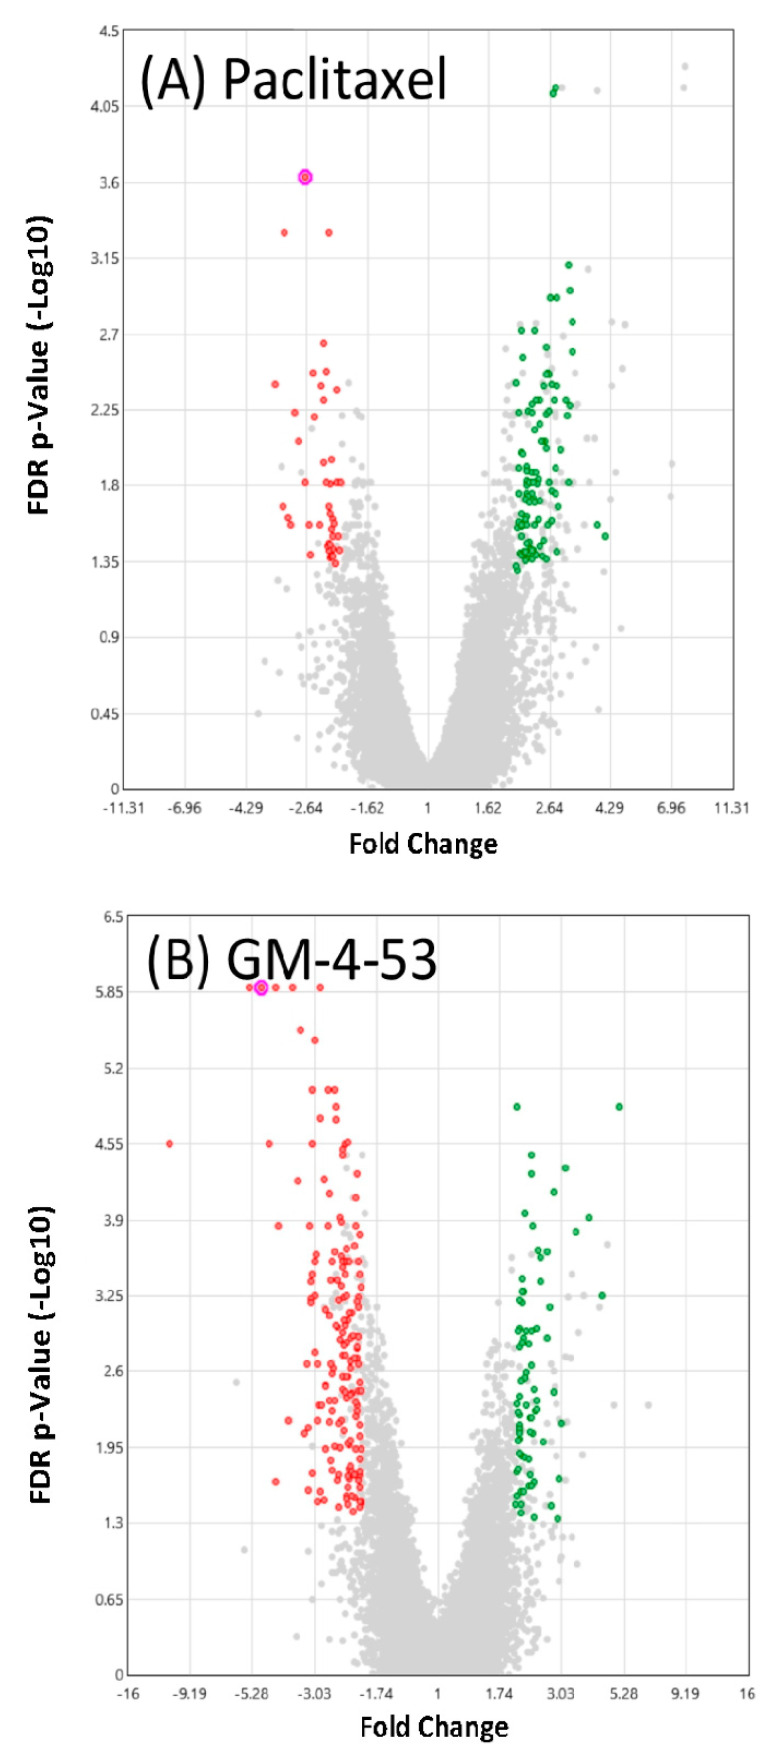
Summary of gene changes by fold change and significance in cytostatic cells vs. untreated controls from a total of 48,226 genes analyzed. (**A**) paclitaxel (1 μg/mL) vs. controls (**B**) GM 4-53 (5 μg/mL) in MDA-MB-231. The data show upregulated DEGs (right/green) and downregulated DEGs (left/red) by fold change relative to untreated controls (*X*-axis), with FDR *p*-values (*Y*-axis). Selected criteria for array analysis: Fold change >2 or <−2, *p*-value < 0.05, and false discovery rate (FDR) *p*-value < 0.05. Plotted points denoted in gray did not meet the selected criteria.

**Figure 5:**
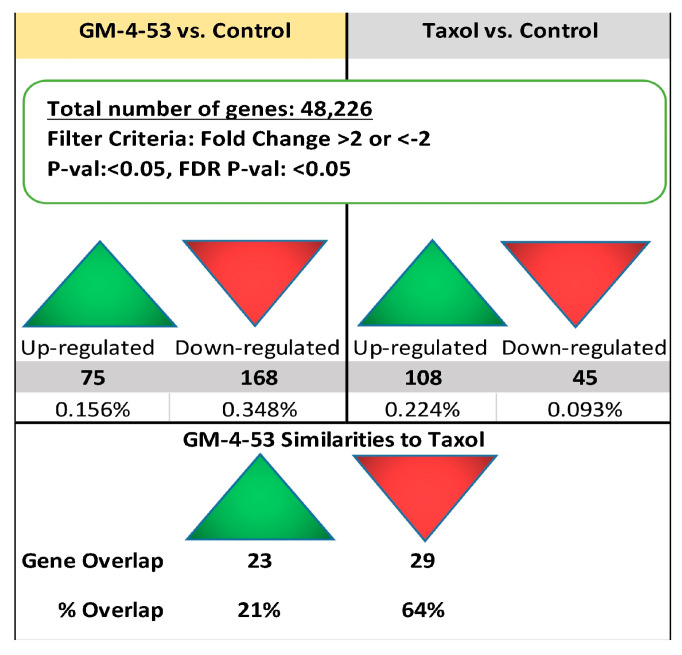
Gene Summary Report. Overall summary of DEGs reflected by whole-transcriptomic analysis in GM-4-53 (5 μg/mL)- or Paclitaxel (1 μg/mL)-treated cells vs. controls after 36 h of incubation in MDA-MB-231 cells; Criteria = FC > 2 or <−2, *p*-Value < 0.05 and FDR *p*-value < 0.05. Information on overlapping DEGs common to paclitaxel and GM-4-53 are also displayed. The gene summary data for each DEG, along with gene symbol, description, fold change, and significance, are presented in Supplementary Table S1.

**Figure 6:**
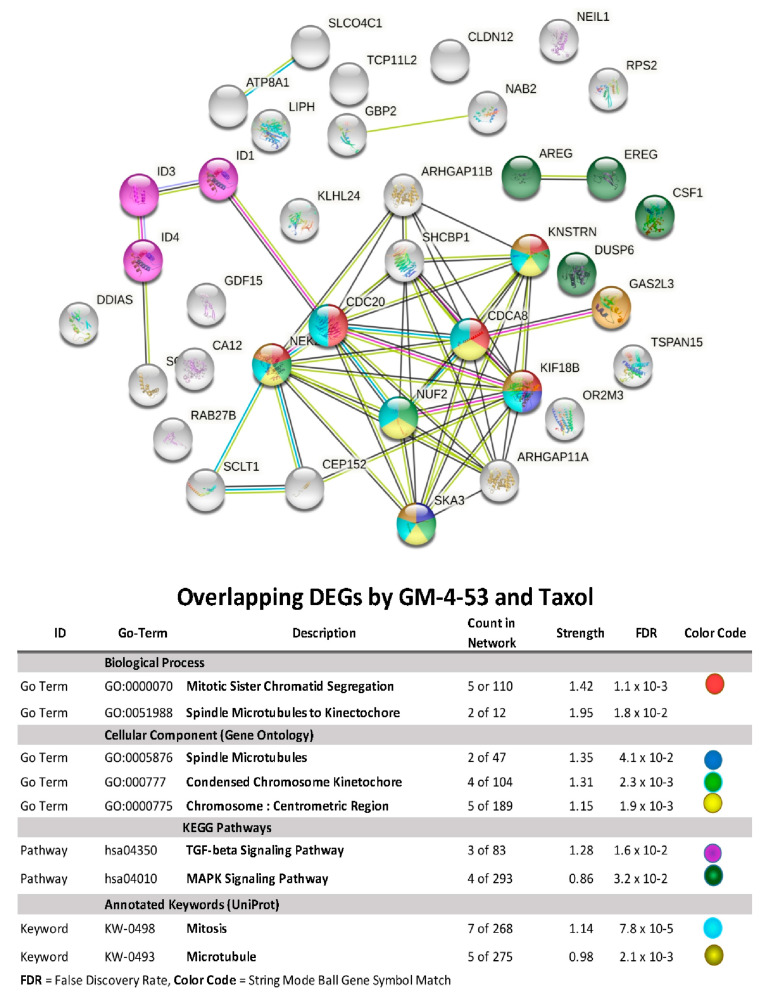
Functional analysis of the 52 transcripts overlaps in DEGs by paclitaxel and GM-4-53 vs. controls. The data represent significant functional changes as identified by several databases: local network cluster (STRING), Kegg pathways, Reactome Pathways expected protein domains and feature (Interpore), where data are reflected by count in network, strength, and false discovery rates.

**Figure 7:**
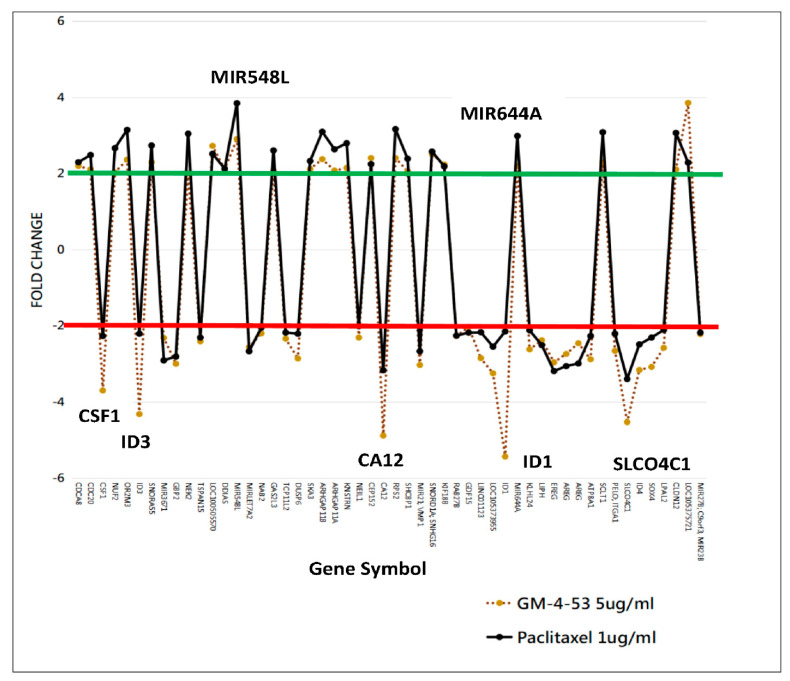
Overlapping DEG profile between GM-4-53 and paclitaxel. The data represent fold change for genes meeting the selection criteria = FC > 2 or <−2, *p*-value < 0.05, and FDR *p*-value < 0.05.

**Figure 8:**
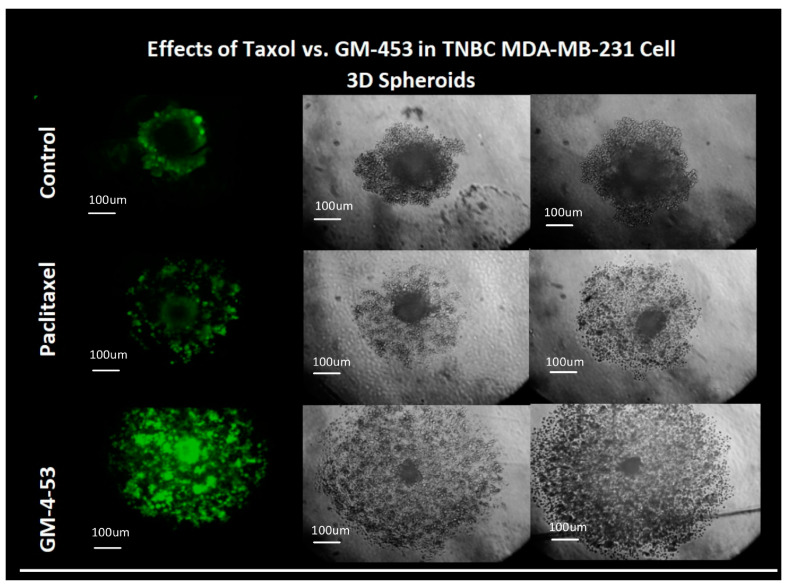
Effect of GM-4-53 (5 μg/mL) and paclitaxel (1 μg/mL) on 3D tumors. The left panel represents cell viability (fluorescein diacetate), and the right 2 panels show basic cell morphology (*n* = 2).

**Table 1:** Variable cell line: cytostatic growth-inhibitory effects of GM-4-53 in Ishikawa, MCF-7 vs. MDA-MB-231 cells were determined by regression analysis. The data show a consistent cytostatic effect in diverse female cancers in the mid-to-high nM range.

	MCF-7	Ishikawa	MDA-MB-231
	Human Breast Cancer (ER+, PR+)	Human Endometrial Cancer	Human Breast Cancer (TNBC) (ER_−_) (PR_−_)
	IG50 (nM)	IG50 (nM)	IG50 (nM)
GM-4-53	674.01	269.61	261.26

**Table 2:** Overlapping DEG profiles between GM-4-53 and paclitaxel. The data represent fold change for genes meeting the selection criteria = FC > 2 or < −2, *p*-value < 0.05, and FDR *p*-value < 0.05.

		Paclitaxel			GM-4-53		
Symbol	Description	FC	*p*-Value	FDR *p*-Value	FC	*p*-Value	FDR *p*-Value
AREG	amphiregulin	−3.06	1.0 × 10^−4^	2.5 × 10^−2^	−2.74	1.0 × 10^−4^	1.2 × 10^−2^
ARHGAP11A	Rho GTPase activating protein 11A	2.64	3.3 × 10^−6^	1.2 × 10^−3^	2.08	3.3 × 10^−6^	1.1 × 10^−3^
ARHGAP11B	Rho GTPase activating protein 11B	3.10	6.8 × 10^−6^	5.3 × 10^−3^	2.38	3.9 × 10^−5^	5.5 × 10^−3^
ATP8A1	ATPase, (APLT), class I, 8A, m1	−2.27	2.2 × 10^−6^	3.3 × 10^−3^	−2.88	4.9 × 10^−9^	1.7 × 10^−5^
CA12	carbonic anhydrase XII	−3.17	8.6 × 10^−8^	5.0 × 10^−4^	−4.88	3.0 × 10^−11^	1.3 × 10^−6^
CDC20	cell division cycle 20	2.49	3.0 × 10^−4^	4.2 × 10^−2^	2.11	7.0 × 10^−4^	3.5 × 10^−2^
CDCA8	cell division cycle associated 8	2.30	6.7 × 10^−5^	1.9 × 10^−2^	2.20	3.2 × 10^−5^	4.9 × 10^−3^
CEP152	centrosomal protein 152 kDa	2.25	2.0 × 10^−4^	3.4 × 10^−2^	2.41	3.6 × 10^−5^	5.2 × 10^−3^
CLDN12	claudin 12	3.07	1.6 × 10^−7^	8.0 × 10^−4^	2.11	5.0 × 10^−6^	1.4 × 10^−3^
CSF1	colony stimulating factor 1	−2.27	2.1 × 10^−6^	3.3 × 10^−3^	−3.70	8.8 × 10^−11^	1.3 × 10^−6^
DDIAS	DNA damage-induced apoptosis suppressor	2.13	1.6 × 10^−6^	2.8 × 10^−3^	2.11	7.1 × 10^−7^	4.0 × 10^−4^
DUSP6	dual specificity phosphatase 6	−2.21	9.2 × 10^−8^	5.0 × 10^−4^	−2.86	8.8 × 10^−11^	1.3 × 10^−6^
EREG	epiregulin	−3.19	8.6 × 10^−5^	2.1 × 10^−2^	−2.96	9.4 × 10^−6^	2.2 × 10^−3^
GAS2L3	growth arrest-specific 2 like 3	2.61	7.9 × 10^−6^	5.8 × 10^−3^	2.08	5.9 × 10^−5^	7.3 × 10^−3^
GBP2	guanylate binding protein 2, interferon-inducible	−2.81	1.7 × 10^−5^	8.6 × 10^−3^	−3.00	1.2 × 10^−6^	6.0 × 10^−4^
GDF15	growth differentiation factor 15	−2.18	4.0 × 10^−4^	4.2 × 10^−2^	−2.03	6.0 × 10^−5^	7.3 × 10^−3^
ID1	inhibitor of DNA binding 1, dom-HLHP	−2.15	2.0 × 10^−4^	3.2 × 10^−2^	−5.43	1.3 × 10^−10^	1.3 × 10^−6^
ID3	inhibitor of DNA binding 3, dom-HLHP	−2.21	8.5 × 10^−4^	2.1 × 10^−2^	−4.32	1.4 × 10^−10^	1.3 × 10^−6^
ID4	inhibitor of DNA binding 4, dom-HLHP	−2.49	1.0 × 10^−5^	6.2 × 10^−3^	−3.16	1.4 × 10^−7^	1.0 × 10^−4^
KIF18B	kinesin family member 18B	2.19	2.8 × 10^−5^	1.2 × 10^−2^	2.24	5.2 × 10^−6^	1.4 × 10^−3^
KLHL24	kelch-like family member 24	−2.12	1.0 × 10^−4^	2.7 × 10^−2^	−2.62	7.6 × 10^−7^	4.0 × 10^−4^
KNSTRN	kinetochore-loc. astrin/SPAG5bp	2.80	3.6 × 10^−7^	1.2 × 10^−3^	2.15	4.5 × 10^−6^	1.3 × 10^−3^
LIPH	lipase, member H	−2.51	2.5 × 10^−6^	3.4 × 10^−3^	−2.38	8.8 × 10^−7^	5.0 × 10^−4^
LPAL2	lipoprotein, Lp(a)-like 2, pg	−2.11	4.0 × 10^−4^	4.6 × 10^−2^	−2.58	1.3 × 10^−5^	2.6 × 10^−3^
NAB2	NGFI-A binding protein 2 (EGR1 binding protein 2)	−2.05	3.0 × 10^−4^	3.9 × 10^−2^	−2.20	8.6 × 10^−6^	2.0 × 10^−3^
NEIL1	nei-like DNA glycosylase 1	−2.01	4.7 × 10^−5^	1.5 × 10^−2^	−2.31	6.5 × 10^−7^	4.0 × 10^−4^
NEK2	NIMA-related kinase 2	3.05	4.7 × 10^−5^	1.5 × 10^−2^	2.00	7.0 × 10^−4^	3.5 × 10^−2^
NUF2	NUF2, NDC80 kinetochore com c	2.67	5.9 × 10^−5^	1.7 × 10^−2^	2.03	5.0 × 10^−4^	2.9 × 10^−2^
PELO; ITGA1	pelota hom (Dros); integrin alpha 1	−2.21	2.0 × 10^−4^	3.5 × 10^−2^	−2.66	2.3 × 10^−6^	8.0 × 10^−4^
RAB27B	RAB27B, member RAS oncogene family	−2.26	4.1 × 10^−5^	1.5 × 10^−2^	−2.27	1.1 × 10^−6^	6.0 × 10^−4^
RPS2	ribosomal protein S2	3.17	5.4 × 10^−7^	1.7 × 10^−3^	2.41	3.3 × 10^−6^	1.1 × 10^−3^
SCLT1	sodium channel/clathrin linker 1	3.09	2.7 × 10^−7^	1.1 × 10^−3^	2.30	3.5 × 10^−6^	1.1 × 10^−3^
SHCBP1	SHC SH2-domain binding protein 1	2.39	5.1 × 10^−5^	1.6 × 10^−2^	2.06	6.4 × 10^−5^	7.7 × 10^−3^
SKA3	Spindle & Kinetochore complex s3	2.33	1.0 × 10^−4^	2.7 × 10^−2^	2.12	2.0 × 10^−4^	1.3 × 10^−2^
SLCO4C1	SC organic anion transporter fm4C1	−3.40	3.7 × 10^−6^	4.0 × 10^−3^	−4.53	1.2 × 10^−8^	2.8 × 10^−5^
SOX4	SRY box 4	−2.31	5.4 × 10^−6^	4.9 × 10^−3^	−3.08	2.0 × 10^−9^	9.6 × 10^−6^
TSPAN15	tetraspanin 15	−2.31	1.1 × 10^−6^	2.3 × 10^−3^	−2.41	9.7 × 10^−8^	1.0 × 10^−4^

## Data Availability

The dataset has been deposited to NIH Gene Expression Omnibus located at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163046. Published on 12 December 2020.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22147694/s1.

How the deposited data were processed for this re-analysis (not part of the article)

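Expression was measured in MDA-MB-231 cells with Affymetrix HuGene 2.1 ST arrays, 36 h after treatment, in 4 untreated control samples, 3 samples with GM-4-53, 2 with paclitaxel and 3 with GNE-140. The authors converted the scanned array files to signals with Affymetrix Expression Console and deposited log2 signals for 53617 features in 12 arrays, which lay between 0.13 and 12.2. The version of that tool and its summarization settings are not given in the sources used here, and the scanned files were not used here. The paper's general statistics are given for all its experiments together, and its text does not name the test behind the array comparisons.

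The platform annotation named 25713 features, 23871 with 1 gene symbol and 1842 with several, and 27904 had no name in it. Of the features with 1 symbol, 22569 were matched by gene ID to the RefSeq gene table, which changed 90 symbols, and 22395 genes had a feature of their own. Another 30 features take their names from the paper's Table S1 alone. Where a gene had several features, the feature with the highest mean over all arrays was used, and for genes of the paper's Table 2 the feature that Table S1 lists, a rule added after values were seen. No value was transformed or filtered before fitting, and no column was left unused.

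All 12 arrays were fitted in 1 linear model with 4 groups (limma 3.58.1 in R 4.3.3, lmFit and eBayes), and each treatment was set against the controls and GM-4-53 against paclitaxel. P-values were adjusted by Benjamini-Hochberg over all features. The threshold for a DEG was a linear fold change above 2 either way and an adjusted p under 0.05, and counts are of named features. Standard errors are limma's moderated ones, and SDs are between arrays of a group. Every adjusted p for a gene comes from limma, and no correction was made across the 4 comparisons.

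Before the data were examined, 37 gene lists were written from textbook knowledge after the paper's tables had been read, so the lists are not blind to them. They cover the cell cycle, signaling, metabolism, stress, matrix and markers of other cell types. Each list was tested with limma's camera, with a correlation between genes of 0.01 and again with an estimated correlation, and with fry, and adjusted by Benjamini-Hochberg over the lists of a comparison. Members were counted at an adjusted p under 0.05 over all features and, separately, adjusted over the list alone. The enrichment of mitotic genes among shared DEGs used a one-sided Fisher's exact test, in place of the STRING analysis, which cannot be rebuilt without its database. The gene families of the discussion were taken by symbol pattern, a choice made after values were seen.

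The genes named in the text were chosen by a rule fixed before the data were examined: the 10 largest rises and falls per treatment among features past the threshold whose treated arrays all lie beyond the controls, the genes the paper names, up to 4 members per list, and the 5 largest differences between the drugs in each direction. The paper's fold changes had been read when that rule was written. Members of the counted gene families and of the shared set that the rule does not reach are also named, a choice made after their values were seen.

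The overlap of the drugs was set beside 20 simulations of unchanged groups sharing the controls, with random seed 1. Each feature was drawn independently in them, so they hold no correlation between genes. The model and the list tests were tested on simulated data built from the real features, with 67, 67 and 66 of 53617 features changed 1.5-fold, 2-fold and 4-fold. For GM-4-53, 3.0%, 67.2% and 98.5% of these were recovered, for paclitaxel 6.0%, 43.3% and 98.5%, and for GNE-140 9.0%, 76.1% and 100%, with 6, 8 and 14 false calls, and the shifted list was the only list called in each. Recovery and false calls were counted at an adjusted p under 0.05 with no fold limit, and recovery also needed the right sign. Features were drawn independently here too, while the real mitotic list had an estimated correlation of 0.85. The false calls and the list result therefore hold for independent genes only, and do not show how often lists are falsely called in these arrays. The number of arrays limits the precision, and changes of 1.5-fold are mostly missed in every comparison.

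Alternatives covered the arrays in the model, limma-trend, array weights, the methods' t-test, dim features left out, quantile normalization, median centring, the features adjusted over and counted, the fold limit, replicate numbers as a block, the correlation between genes, the feature per gene, the controls split between the drugs, and each array left out in turn. A term for a batch of control replicate 4 with the GNE-140 arrays, each pair of controls alone and control replicate 4 alone were added after the data had been seen. Sensitivity is given for rises and falls together, and the spread used for the correlation between the drugs is the SD of its values with an array left out (0.044), both chosen after values were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 with pandas 2.3.3.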

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

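The form of the batch test and the use of quantile normalization alone for the scaling were changed after the result was seen, and the tests of a mislabelled sample, of the growth state of the controls, of the solvent and of GNE-140 against control replicate 4 alone were chosen only after the result was seen; the splits of the samples were set before it.

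GNE-140, whose arrays the paper does not report on, changed 115 named features, 37 up and 78 down. Features with no name in the annotation also passed the threshold, 146 up and 36 down under GM-4-53 and 166 up and 10 down under paclitaxel. Some gene lists outside those the paper discusses passed camera with both correlations and had 3 or more genes past the test in that direction. Under GM-4-53 their median log2 fold changes were −0.70 for interferon-stimulated genes, −0.57 for MHC class I and II, 0.44 for SRF/MRTF and actin cytoskeleton genes, 0.28 for YAP/TEAD targets, −0.77 for glucose-responsive MondoA targets, −0.26 for autophagy and lysosome genes and −0.36 for luminal breast markers. Under GNE-140 they were −0.67 for YAP/TEAD targets, 1.11 for MondoA targets, −0.51 for targets of ATF4 and the amino acid response and −0.19 for matrix metalloproteinases and collagens. Others passed both with fewer genes, at medians of −0.54 for cholesterol synthesis and −0.25 for NRF2 targets under GM-4-53, −0.33 for fatty acid synthesis and −0.24 for autophagy under paclitaxel, and −0.29 for SRF/MRTF genes, 0.28 for heat shock and −0.19 for ribosomal proteins under GNE-140. RBMS3, an RNA-binding protein, had a log2 signal of 4.56 in control replicate 4 against 5.32 to 5.34 in the other controls, a gap of 0.982 of the range, and KIF18A, a mitotic kinesin, 6.86 there against 7.29 to 7.35, a gap of 0.874. These were 2 of 154 groups of controls past the 5% limit of Dixon's test, which chance alone passes in about 1 of 20.

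Control replicate 4 lies nearer to the GNE-140 arrays than to the other controls, with a mean r of 0.960 against 0.941 at most. A swapped or mislabelled GNE-140 sample is argued against, since the median of the MondoA targets, which GNE-140 raised, is 1.01 lower in control replicate 4 than in the lowest GNE-140 array. A batch shared with the GNE-140 arrays may contribute: over the dimmer features, the difference of control replicate 4 from control replicate 3 correlated at 0.428 with that of the GNE-140 arrays from control replicates 1 and 2. The labels give no batch or date, and a growth state shared by these cultures stays open, as untested. For GNE-140, 2 of 35 splits of the control and GNE-140 arrays gave as many DEGs as the real 115, and the other, control replicates 1 to 3 against the rest, gave 406, which points to a structure of the samples, so chance is not excluded for this count.

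Mitotic genes exceeded S phase genes under GM-4-53 and paclitaxel. The lowest treated array exceeded the highest control by 0.344 in this difference (SD within the treated groups 0.046). The controls were far more uneven, from −0.201 to 0.222. No control array thus reached the treated ones, which argues against different growth of the control arrays as the whole cause. With 4 uneven controls it cannot exclude it. The scaling of the arrays is argued against, as the gap was 0.364 after quantile normalization. The GNE-140 arrays, also in DMSO, had their highest value 0.476 below the lowest array of the 2 drugs. They carry a drug of their own and may share a batch with control replicate 4. They are thus no control for the solvent, and its part cannot be told from them. A biological reading, in which both drugs hold cells at or near mitosis at 36 h, is a hypothesis drawn from these same data. It was not tested, as no cell cycle measurement was used here. Splits of the control and GM-4-53 arrays gave at most 11 DEGs against the real 189 (1 split of 35), which argues against chance alone for that count. Every other split puts GM-4-53 and control arrays into 1 group, which widens the spread there, so the 35 splits cannot exclude chance. For the number of lists chance is not excluded either, as 2 of 35 splits gave 22 gene lists, the real number.

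Under GNE-140 the mitotic and S phase medians were −0.61 each, with 5 of 85 and 1 of 48 genes down (adjusted p = 0.235 and adjusted p = 0.271 with an estimated correlation, so neither list call holds), and that of the MondoA targets was 1.11. Against control replicate 4 alone, a lone array assumed to vary like the other groups, the mitotic median was −0.036 and the S phase median 0.08, so a batch shared with that control may account for the lower cell cycle genes. The MondoA targets kept a median shift of 1.205 against that array, and their median was 1.08 to 1.14 in the GNE-140 arrays and −0.15 to 0.08 in the 4 controls, which argues against that batch as the cause. The drug's own effect on the cell cycle and a difference in growth between the controls stay open. For the number of gene lists past camera, 1 of 35 splits, the real one with 22 lists, was as large (18 at most in the others). Every other split puts GNE-140 and control arrays into 1 group, so the splits cannot exclude chance. The real number also fell to 17 without control replicate 4.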

How the results depend on the processing

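The terms for a batch, the pairs of controls and control replicate 4 alone were chosen after the data had been seen; the other alternatives were set before. The limits are the 2 paclitaxel arrays and the uneven controls: dim signals near background are compressed on arrays, and every paclitaxel call of a named gene (50) and every call between the drugs (8) was lost without a paclitaxel array, while 38 of 77 under GM-4-53 and 12 of 22 under GNE-140 held without every array in turn. Of 13 results, quantile normalization kept all 13 on their side (the shared mitotic genes went from 7 to 3), as did adjustment over named features for the 5 it covers and the mean of all features of a gene for its 6; with limma-trend 4 of 5 kept theirs. The alternative with only the controls that match the averages of Table S1 could not be run, since no subset matched. Except where the construction shows it, the cause was not tested.

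With single arrays left out, the DEGs ran from 119 to 281 for GM-4-53, 0 to 135 for paclitaxel, 61 to 450 for GNE-140 and 0 to 19 between the drugs, the shared DEGs from 0 to 64, r from 0.561 to 0.695, the lists past camera from 20 to 23, 16 to 21, 17 to 23 and 8 to 11, the mitotic median from 0.60 to 0.89 under GM-4-53 and 0.89 to 1.18 under paclitaxel, and the shared mitotic genes from 0 to 19. The lowest for paclitaxel came without paclitaxel replicate 2, where the lone array is assumed to vary like the other groups, and the highest for GNE-140 without control replicate 4. With only the arrays of the groups compared, which leaves fewer arrays for the variance, the counts were 38, 0, 59 and 0, with 0 shared and 0 mitotic. The methods' t-test gave 1, 0, 11 and 0 DEGs and 0 shared. Limma-trend gave 13 between the drugs, array weights 357 for GNE-140 and 25 between the drugs, and median centring 2 between the drugs. Median centring moved the share of rises among DEGs from 32.2% to 22.1% for GNE-140 and from 62.5% to 50.0% between the drugs, and quantile normalization moved none of the 4 comparisons by more than 10 points, while the shared DEGs went from 16 up and 11 down to 10 and 18. By construction, counting all features gave 371, 258, 244 and 13 with 105 shared, no fold limit 655, 140 and 417 with 76 shared, and a fold limit of 1.5 579, 140 and 384 with 73 shared. Replicate numbers do not pair the arrays (1 of 15 same-numbered pairs had a correlation over 0.1, and 3 of 11 arrays fitted best at their own number); as a replicate block they gave 25 for paclitaxel, 443 for GNE-140, 0 between the drugs, 4 shared, 0 mitotic and r = 0.583, and turned the S phase median to −0.02 under GM-4-53 and −0.091 under paclitaxel. Camera with an estimated correlation passed 12, 5, 9 and 4 lists and lost the mitotic list (median 0.77 and 1.07). For the correlation of the drugs, Spearman's correlation was 0.543 and r was 0.706 with dim features left out. With the controls split, r was 0.16, 0.314, 0.345, 0.277, 0.35 and 0.156 for control replicates 1 and 2, 1 and 3, 1 and 4, 2 and 3, 2 and 4, and 3 and 4 under GM-4-53. No control is then shared, but each drug also has 2 controls in place of 4, and the 2 changes were not separated. Without control replicate 4, and likewise with the batch term, the S phase median was −0.02 under GM-4-53 and 0.025 under paclitaxel, where camera's direction turned down, and without control replicate 2 the medians were highest, 0.338 and 0.361. The batch term gave 56 for GNE-140, 19 between the drugs, 15 shared and 0 mitotic. With it, and with control replicate 4 alone, the GNE-140 medians turned to 0.076 for S phase, 0.252 for centrosome, 0.039 for interferon-stimulated and 0.088 for TCA cycle genes. Control replicates 1 and 2 alone gave 815 for GNE-140, 0 mitotic, mitotic medians of 0.392 and 0.661 and S phase medians of −0.33 and −0.34 under GM-4-53 and paclitaxel, and 0.044 for epithelial genes under GNE-140. Control replicates 1 and 3 gave 374 for GNE-140 and 2 mitotic, and 1 and 4 gave 60 and 5. Control replicates 2 and 3 gave 393 for GNE-140, 16 shared and 1 mitotic, and 2 and 4 gave 44 for paclitaxel, 65 for GNE-140, 16 shared and 1 mitotic. Control replicates 3 and 4 gave 677 for GM-4-53, 613 for paclitaxel, 382 shared, 56 mitotic, mitotic medians of 1.158 and 1.411 under GM-4-53 and paclitaxel, and 0.11 for centrosome genes under GNE-140.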

Differences from the paper's values

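At the paper's stated thresholds, 61 named features were up under paclitaxel here, and the paper's value is 108. Of the alternatives set before the data were examined, array weights (75), no fold limit (82), a fold limit of 1.5 (82), and leaving out control replicate 1 (91) or control replicate 2 (99) brought the value within 1.5 times the paper's, and all others did not. For features down under paclitaxel, 21 stand against the paper's 45. Array weights (34), dim features left out (30), quantile normalization (31), all features counted (31), no fold limit (58), a fold limit of 1.5 (58), and leaving out control replicate 1 (41) or 2 (36) came within 1.5 times. All others set before the data were examined did not. The DEGs shared by both drugs were 27, and the paper's value is 52. No fold limit (76), a fold limit of 1.5 (73), and leaving out control replicate 1 (58) or 2 (64) came within 1.5 times, and all others set before the data were examined did not. Those shared and down were 11, and the paper's value is 29. No fold limit (36), a fold limit of 1.5 (35), and leaving out control replicate 1 (25) or 2 (23) came within 1.5 times. All others set before the data were examined did not.

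The counts under GM-4-53, 56 up and 133 down, and the share of the paclitaxel falls that GM-4-53 shares, 52.4%, lie within 1.5 times the paper's values of 75, 168 and 64%, while counting all features gave 202 up and 169 down. For Table 2, all 66 fold changes of 33 genes had the paper's direction, and none differed from the paper's by more than the larger SD of the groups (0.34 at most on the log2 scale). All 243 features of Table S1 for GM-4-53 and all 153 for paclitaxel had the paper's direction. The paper's methods for the arrays give n = 3, while 4 control and 2 paclitaxel arrays are labelled.

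The paper reports ID3, ID4, EREG and AREG as lowered by both drugs; under paclitaxel their adjusted p here was 0.0801, 0.064, 0.0529 and 0.119, and AREG had 0.0818 under GM-4-53, while ID1 passed under both and ID3, ID4 and EREG under GM-4-53. ID3 passed without GM-4-53 replicate 3, ID4 with array weights and without control replicate 2 or 3, and EREG with limma-trend, array weights, dim features left out, median centring and without control replicate 1 or 2. AREG passed without control replicate 1. The paper's Table S1 also calls ICAM1 under paclitaxel, where its adjusted p here was 0.058; it passed with limma-trend, array weights, dim features left out, quantile normalization and without control replicate 1 or 2. MAD2L1, which the paper names among rises under paclitaxel, had an adjusted p of 0.0972. With control replicates 3 and 4 as the only controls, chosen after seeing the values, all of these passed, and so did EREG and ICAM1 with control replicates 1 and 2.

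The discussion places the overlap particularly in downregulated transcripts of cell cycle and mitosis; of the shared falls here ID1 is one that the paper ties to cell division, while none belongs to the mitotic list, whose 7 shared genes all rose, as mitotic genes do in the paper's Table 2. The discussion describes kinesins, centromere, centrosomal and CDCA genes and cyclins as shifts unique to paclitaxel. At the paper's 2-fold limit, centrosomal genes (3) and cyclins (4) passed under paclitaxel alone here, and CDCA genes under neither drug. Kinesins (6 and 3) and centromere proteins (2 and 1) passed under paclitaxel and GM-4-53. Here the medians of these families were positive under both drugs, at 0.13 and 0.10 for kinesins, 0.70 and 0.49 for centromere proteins, 0.46 and 0.69 for CDCA genes, 0.19 and 0.11 for cyclins and 0.41 and 0.29 for centrosomal proteins under paclitaxel and GM-4-53 (after quantile normalization 0.10 and 0.05 for kinesins and 0.07 and 0.03 for cyclins), and no member passed the direct comparison of the drugs at an adjusted p under 0.05 in limma (3 higher and 10 lower under GM-4-53 unadjusted). The discussion describes GM-4-53 as the stronger drug for the ID transcripts; the difference passed for ID1 (−1.40) and not for ID3 (−1.10, adjusted p = 0.304) or ID4 (−0.07, adjusted p = 0.989).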

Other observations

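Genes of the interferon response and of antigen presentation fell under GM-4-53. Of 37 interferon-stimulated genes 12 fell and none rose (29 fell when adjusted over the list alone), among them OASL (−1.39, standard error 0.13, adjusted p = 0.00138) and OAS1 (−1.20, standard error 0.13, adjusted p = 0.00154), sensors and effectors of the response to double-stranded RNA. Of 19 MHC class I and II genes 8 fell and none rose (14 when adjusted over the list alone), among them HLA-DMA, which loads peptides onto class II (−1.18, standard error 0.14, adjusted p = 0.00269). Genes of SRF/MRTF and the actin cytoskeleton rose in 10 of 25 and fell in none (14 rose when adjusted over the list alone), with the actin-binding TAGLN at 1.07 (standard error 0.16, adjusted p = 0.00819) and NEXN at 1.08 (standard error 0.17, adjusted p = 0.00912). These 3 calls held (adjusted p = 0.00198, adjusted p = 0.0114 and adjusted p = 0.0114 with an estimated correlation). The interferon list was lower under GM-4-53 than under paclitaxel by a median of −0.35 and the SRF list higher by 0.34 (adjusted p = 0.00988 for both with an estimated correlation), with 0 single genes past limma (16 down and 12 up unadjusted, 0 by the methods' t-test, and 11 and 10 when adjusted over the list alone). YAP/TEAD targets rose in 3 of 20 (6 rose and 1 fell when adjusted over the list alone), while MondoA targets fell in 3 of 5, autophagy and lysosome genes in 3 of 20 and luminal breast markers in 3 of 13 (4, 7 and 6 when adjusted over the list alone).

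Under GNE-140, measured against the same 4 uneven controls, of 14 ID genes and BMP/SMAD targets 2 fell, with a median of −0.38, and of 24 ERK targets and feedback genes 5 fell, with a median of −0.25 (6 and 9 fell and 0 and 2 rose when adjusted over the list alone; adjusted p = 0.0235 and adjusted p = 0.026 with an estimated correlation). Of 5 MondoA targets, which rise with glucose-6-phosphate, 4 rose, among them ARRDC4 (1.38, standard error 0.13, adjusted p = 0.000487) and ARRDC3 (1.11, standard error 0.14, adjusted p = 0.003), and ARRDC3 fell by 1.07 under GM-4-53, as did ARRDC4 by 0.77, a call lost without GM-4-53 replicate 2 (0.0527) or 3 (0.0509). Of 20 YAP/TEAD targets 7 fell and none rose (15 fell when adjusted over the list alone). Of 30 targets of ATF4 and the amino acid response 10 fell (15 fell and 2 rose when adjusted over the list alone), with PSAT1 of serine synthesis at −2.07 (standard error 0.17, adjusted p = 0.000266) and the amino acid transporter SLC7A5 at −1.86 (standard error 0.16, adjusted p = 0.000266). The WNT antagonist DKK1 fell by 2.56, the kinase PLK2 by 1.63 and MYC by 1.18, while MMP1 rose by 2.00. Of 30 matrix metalloproteinases and collagens, 3 fell and 1 rose (11 and 1 when adjusted over the list alone). The MondoA, YAP/TEAD, ATF4 and matrix calls held (adjusted p = 0.0168, adjusted p = 0.000595, adjusted p = 0.0266 and adjusted p = 0.032 with an estimated correlation). Control replicate 4 lies near the GNE-140 arrays, and against that control alone the medians were −0.59 for YAP/TEAD and −0.51 for ATF4 targets, a comparison with a lone array that was chosen after the result was seen, in which the matrix list (adjusted p = 0.0622 with an estimated correlation) and the ID list (0.0692) lost their calls and the ERK list did not (0.0408). The median signal of the GNE-140 arrays was 2.78 to 2.82, that of control replicate 4 was 2.82 and that of the other controls 2.64 to 2.68, which median centring removes.

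Among features by class, 4 of 462 olfactory receptor features passed the threshold upward under paclitaxel and 1 under GM-4-53, at a median log2 signal of 1.68 for the class, near the bottom of the range. The named features past the threshold upward under paclitaxel had a median signal of 6.38 and those with no name 4.10.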
